# Enhancers reside in a unique epigenetic environment during early zebrafish development

**DOI:** 10.1186/s13059-016-1013-1

**Published:** 2016-07-05

**Authors:** Lucas J. T. Kaaij, Michal Mokry, Meng Zhou, Michael Musheev, Geert Geeven, Adrien S. J. Melquiond, António M. de Jesus Domingues, Wouter de Laat, Christof Niehrs, Andrew D. Smith, René F. Ketting

**Keywords:** Zebrafish development, Enhancers, DNA methylation, Priming, 4C

## Abstract

**Background:**

Enhancers, not promoters, are the most dynamic in their DNA methylation status throughout development and differentiation. Generally speaking, enhancers that are primed to or actually drive gene expression are characterized by relatively low levels of DNA methylation (hypo-methylation), while inactive enhancers display hyper-methylation of the underlying DNA. The direct functional significance of the DNA methylation state of enhancers is, however, unclear for most loci.

**Results:**

In contrast to conventional epigenetic interactions at enhancers, we find that DNA methylation status and enhancer activity during early zebrafish development display very unusual correlation characteristics: hypo-methylation is a unique feature of primed enhancers whereas active enhancers are generally hyper-methylated. The hypo-methylated enhancers that we identify (hypo-enhancers) are enriched close to important transcription factors that act later in development. Interestingly, hypo-enhancers are de-methylated shortly before the midblastula transition and reside in a unique epigenetic environment. Finally, we demonstrate that hypo-enhancers do become active at later developmental stages and that they are physically associated with the transcriptional start site of target genes, irrespective of target gene activity.

**Conclusions:**

We demonstrate that early development in zebrafish embodies a time window characterized by non-canonical DNA methylation–enhancer relationships, including global DNA hypo-methylation of inactive enhancers and DNA hyper-methylation of active enhancers.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1013-1) contains supplementary material, which is available to authorized users.

## Background

In recent years, the epigenetic environment in which enhancers reside has been extensively studied. This has been done primarily in cell culture but also in model organisms, including zebrafish, *Xenopus*, mice, and *Drosophila* [1–9]. The results of these studies have led to the identification of two main enhancer types: active and primed. Generally, active enhancers are marked by H3K4me1/2/3 and H3K27ac, have low levels of DNA methylation (hypo-methylated), are bound by transcription factors (TFs), are accessible, and are nucleosome depleted. On the other hand, primed enhancers are enriched for H3K4me1 (and sometimes for H3K27me3), contain more DNA methylation, are less accessible, and are often in the vicinity of key developmental genes (reviewed in [10, 11]).

It is largely unclear what the functional importance is of low DNA methylation levels at active enhancers. It has been documented that a subset of TFs preferentially/exclusively bind to hypo-methylated DNA [12–14]. Interestingly though, a recent study showed that the vast majority of protein DNA interactions are DNA methylation independent [15]. Furthermore, enhancers are enriched for 5-hydroxy-methylcytosine (5hmC), suggesting that the hypo-methylation of enhancers is at least partly an actively regulated process [16–18]. A recent study investigating the role of TET proteins in enhancer biology suggested that the hypo-methylated state of enhancers facilitates fast induction of gene expression upon differentiation [17, 18], implying that the low level of DNA methylation has a direct influence on enhancer functionality. Still, if and how DNA methylation directly influences enhancer activity is not clear and, hence, the functional importance of low DNA methylation levels at active enhancers remains to be clarified.

The mechanisms by which enhancers increase the transcriptional output of genes are also not fully understood. It has been shown that enhancer–promoter contact by looping is essential, but not sufficient, for enhancer function since primed enhancers can be physically associated with target genes prior to their expression [19–24]. Intriguingly, the investigation of individual enhancers revealed that, in some cases, the binding of TFs to the enhancer is essential for looping, whereas in other cases the looping was independent of the presence of the enhancer sequence itself [21, 22].

Recently, the epigenetic landscape during zebrafish development has been studied with a focus on the midblastula transition (MBT), which happens approximately 3.5 h post-fertilization (hpf), and enhancers have also been investigated during later development [6, 25–27]. These studies revealed that H3K4me1 together with H3K27ac mark functionally active enhancers [6]. Interestingly, whereas the mouse and human genomes undergo massive DNA de-methylation after fertilization, the DNA methylation landscape in zebrafish is largely stable post-fertilization [28, 29]. Only very few differentially methylated regions (DMRs) develop between MBT and 8 hpf, whereas prior to MBT and during later development more DMRs were detected [27]. As expected, a subset of the identified DMRs overlapped with enhancers, which is similar to what had been previously described in other organisms [5, 27, 28, 30–32].

In this study we aimed to characterize enhancers during zebrafish early development in more detail by integrating a wide set of different genomic data sets. Surprisingly, we observed that active enhancers are generally hyper-methylated, whereas primed enhancers are mostly hypo-methylated in early zebrafish embryos. This is opposite to what has been described in many other model systems. We found that the inactive, hypo-methylated enhancers (from now on referred to as hypo-enhancers) reside in a unique epigenetic environment, characterized by the co-occurrence of H3K4me1 with H3K4me2/3, and sometimes H3K27me3. Furthermore, they are equally accessible compared with the active enhancers on hyper-methylated DNA (referred to as hyper-enhancers). Our investigation of hypo-enhancers throughout zebrafish development revealed that a subset is actually hyper-methylated in gametes and these specific loci show mild 5hmC enrichment prior to MBT. We also present evidence that hypo-enhancers are already marked with low levels of H3K4me1 prior to MBT, that the H3K4me1 mark is present throughout development, and that a subset is active in a tissue-specific manner later in development. Finally, 4C-Seq analyses of five hypo-enhancers reveals that these are physically associated with the transcriptional start site (TSS) of TF genes and remain stably associated with these genes throughout development, irrespective of the transcriptional status of the gene. In conclusion, we demonstrate that early zebrafish development comprises a time-window in which the “classic” correlations between DNA methylation and enhancer activity do not apply, with DNA hypo-methylation being specific for primed enhancers and DNA hyper-methylation found at active enhancers. These results question a direct relationship between the degree of DNA methylation of these loci and their activity in zebrafish.

## Results

### DNA hyper-methylation associates with enhancer activity during early zebrafish development

The dynamic regulation of DNA methylation at enhancers during development and differentiation prompted us to investigate the relationship between enhancers, DNA methylation, and their dynamics during zebrafish development [32–35]. To this end we generated four different methylomes at 2 hpf (64-cell stage), 4 hpf (dome), 8 hpf (75 % epiboly), and 24 hpf using whole-genome bisulfite sequencing and previously published ChIP-Seq data [6]. 

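Methylation calls were examined for 1 library per stage, so no value has a replicate and no test across stages was made. Whole-genome bisulfite sequencing turns unmethylated cytosines into uracil and leaves methylated ones, so that every read over a CpG counts as methylated or unmethylated. For each CpG of the zebrafish assembly Zv9 the authors deposited the number of covering reads, with both strands of the CpG joined, and the fraction of them that were methylated. Methylated reads were taken as this fraction times the coverage. The paper states that reads were mapped to Zv9, while the aligner and the treatment of duplicate reads in these libraries are not given in the sources used here. All 4 libraries list the same 24222160 CpGs on the 25 nuclear chromosomes. The reads over these CpGs summed to 693553384 at 2 hpf, 506486388 at 4 hpf, 194648540 at 8 hpf and 299121963 at 24 hpf. The median coverage was 27 reads per CpG at 2 hpf, 19 at 4 hpf, 6 at 8 hpf and 10 at 24 hpf, and the share of CpGs with at least 5 reads, the minimum for values of single CpGs, was 81.5% at 2 hpf, 81.7% at 4 hpf, 61.4% at 8 hpf and 72.4% at 24 hpf. Values at 8 hpf are therefore the least precise. Mitochondrial CpGs, read as an upper limit on incomplete conversion, carried 0.853% at 2 hpf, 0.700% at 4 hpf, 0.436% at 8 hpf and 0.439% at 24 hpf of methylated reads. HMRs were called in each library with a hidden Markov model of 2 states and kept with more than 5 covered CpGs and a level under 25%. Intervals are Wilson 95% intervals on the reads or regions counted and cover counting error only. Reads are summed over CpGs, so a read that crosses several CpGs counts at each of them. Intervals on reads over several CpGs are therefore too narrow.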

We defined putative enhancers as loci with H3K4me1 peaks that do not overlap with an annotated TSS (±4 kb) or an H3K4me3 peak [36]. For simplicity, these putative enhancers are hereafter called enhancers. We further separated those loci into active and inactive enhancers using H3K27ac enrichment as a proxy for enhancer activity [2, 6, 37]. Using previously published ChIP-Seq peaks [6], we identified, depending on the developmental stage, ~10,000–37,000 enhancer loci. To visualize the epigenetic landscape at these enhancers, we analyzed the distribution of multiple epigenetic marks at 4 hpf over enhancers containing at least five CpGs (Fig. 1a). In contrast to what one would expect from previous studies [5, 17, 30, 31], we found that DNA hyper-methylation is associated with the presence of H3K27ac. We performed two additional analyses that show that this non-canonical finding reflects a true biological phenomenon and does not stem from anomalies in either data sets or analysis. First, the data sets do show the canonical association at TSSs between DNA methylation and active histone modifications: low levels of DNA methylation correlate with local enrichment of active histone marks, as shown previously in zebrafish (Additional file 1: Figure S1a) [38]. Second, using publicly available data sets from mouse [39, 40], our own analysis confirms that, indeed, the majority of enhancer peaks tend to be hypo-methylated/partially methylated in mice (Additional file 1: Figure S1b). Importantly, the contrast between the hyper-methylation of the majority of enhancers in zebrafish and the hypo-methylation/partial methylation status of enhancers in mice is not due to general differences between the mouse embryonic stem cell (mESC) and zebrafish methylomes since exons and introns show a similar methylation pattern in mESCs and zebrafish at 4 hpf (Additional file 1: Figure S1c).

**Fig. 1:**
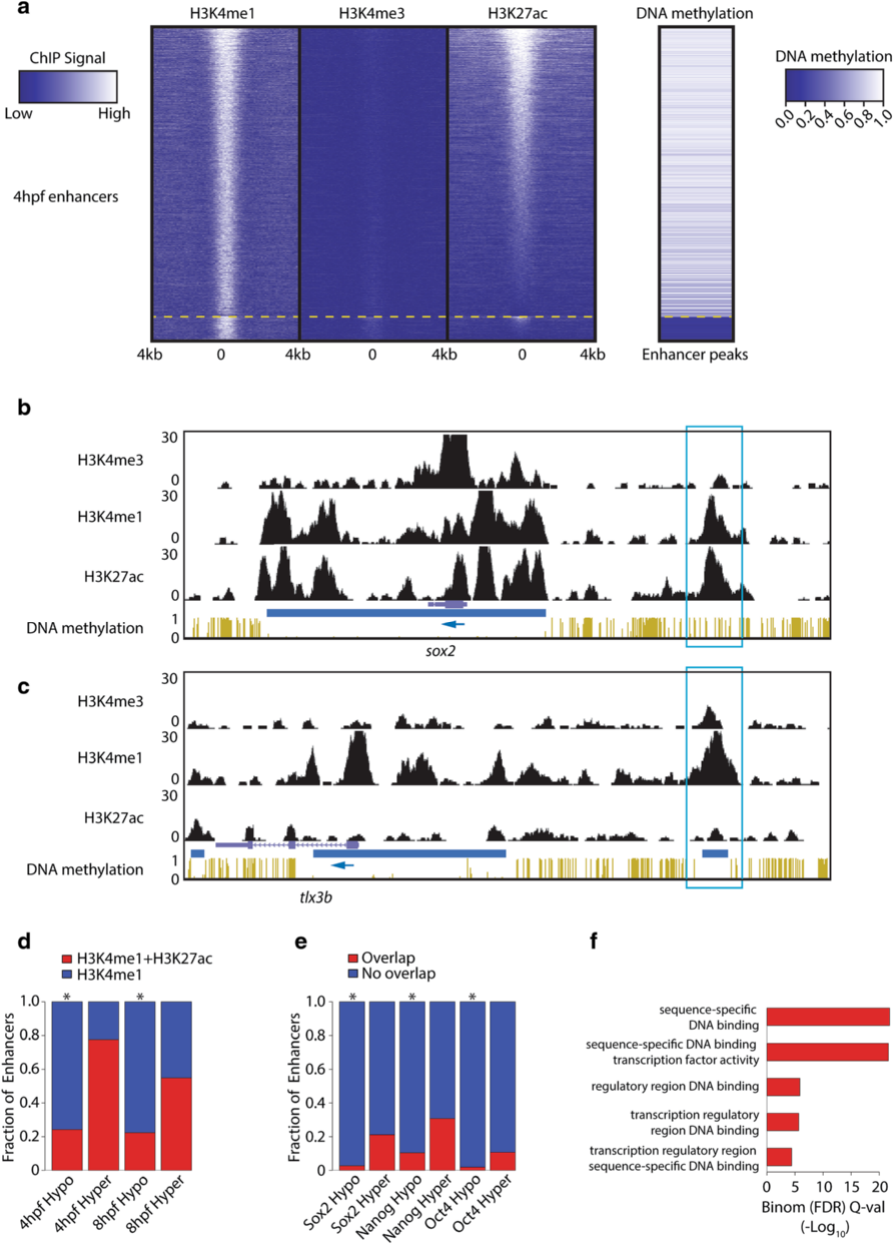
Identification of hypo-enhancers. **a** Heat map displaying H3K27Ac and DNA methylation at enhancers, called by being H3K4me1-positive and H3K4me3-negative at 4 hpf. The heat map was first sorted on DNA methylation, split (*yellow dashed line*), and independently sorted on H3K27ac. **b** Genome browser view of a hyper-enhancer close to the TSS of *sox2*. ChIP-Seq data and DNA methylation data are displayed for embryos 4 hpf. Normalized ChIP-Seq enrichments and fractional methylation are indicated at the *left side* of the image. The *blue box* indicates the hyper-enhancer. The *blue arrow* indicates the orientation of the gene. *Blue horizontal bars* indicate HMRs. **c** Genome browser view of a hypo-enhancer close to the TSS of *tlx3b*. ChIP-Seq data and DNA methylation data are displayed for embryos 4 hpf. Normalized ChIP-Seq enrichments and fractional methylation are indicated at the *left side* of the image. The *blue box* indicates the hypo-enhancer. The *blue arrow* indicates the orientation of the gene. *Blue horizontal bars* indicate HMRs. **d** The overlap of the hypo- and hyper-enhancers with H3K27ac at the indicated developmental time points (*p < 2.2 × 10^−16^, hyper geometric distribution). **e** The overlap of the hypo- and hyper-enhancers with three TFs at 4 hpf (*p < 2.2 × 10^−16^, hyper geometric distribution). **f** Molecular Gene Ontology terms associated with hypo-enhancers using the GREAT tool. Significance score for enrichment is given on the *x-axis. FDR* false discovery rate

To further study global DNA methylation dynamics at active enhancer elements, we identified stage-specific enhancers based on the presence of H3K27ac at specific developmental time points (4 hpf, 8 hpf, and 24 hpf) and probed the DNA methylation status of these loci at these three time points (Additional file 1: Figure S1e). Between 4, 8, and 24 hpf, the average DNA methylation level at these stage-specific active enhancers was largely stable at ~85–90 %, suggesting a minimal effect of enhancer activity on DNA methylation during early zebrafish development.

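Over all CpGs with at least 5 reads on the nuclear chromosomes, the mean methylation was 85.6% at 4 hpf, 88.1% at 8 hpf and 85.1% at 24 hpf. These levels are those of the whole genome, since the ChIP-Seq peaks that place the stage-specific enhancers were not analysed here. The level rose by 2.45 points from 4 to 8 hpf and fell by 3.01 points from 8 to 24 hpf. The rise was seen on all 25 chromosomes, from 1.90 points on chromosome 4 to 2.76 points on chromosome 25. The later change was also shared by all chromosomes, where the level fell by 2.49 points on chromosome 22 at the least and fell by 3.36 points on chromosome 12 at the most. Chromosomes of one library are not replicates, so these ranges describe the 3 libraries only. The alternative that moved the rise most was to keep the 13870319 CpGs with at least 5 reads in all 4 libraries, over which the levels were 88.3%, 88.9% and 85.9% and the rise was 0.522 points. CpGs outside the HMRs of every stage had 90.6%, 91.8% and 88.5% in the same order, and the 13338025 of them with at least 5 reads in all 4 libraries had 91.4%, 92.0% and 88.8%. Reads pooled outside the HMRs of 4 hpf were methylated at 91.5% at 4 hpf, 91.5% at 8 hpf and 88.7% at 24 hpf. The rise from 4 to 8 hpf was not seen in them, but this set leaves out regions low at 4 hpf, which works against a rise. Single CpGs with more than 75% methylation made up 84.5% at 4 hpf, 87.0% at 8 hpf and 84.4% at 24 hpf of those covered. From the stable average at stage-specific active enhancers, the paper proposes that enhancer activity has a minimal effect on DNA methylation at these stages.

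**Figure D1:**
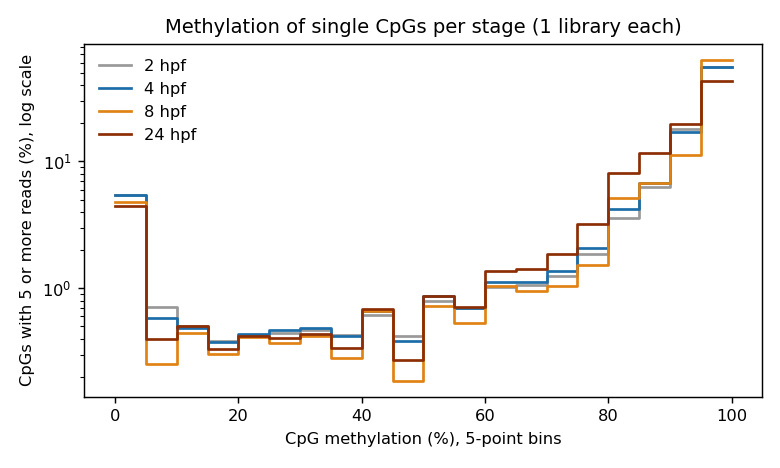
Share of CpGs with at least 5 reads (y-axis, percent on a log scale) in bins of 5 points of methylation (x-axis, percent), 1 line for the library of each stage. The lines of all 4 stages peak in the highest bin, and CpGs under 25% make up 7.33% of those covered at 4 hpf, 6.20% at 8 hpf and 6.15% at 24 hpf.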

The global nature of the analyses presented thus far could miss DNA methylation changes at a limited set of specific enhancers. To probe the role of enhancers in shaping the DNA methylation landscape locus-specifically, we checked the amount of DMRs that overlap with an enhancer at 4 or 8 hpf. Again in agreement with recently published data [27], we only found a small number of DMRs (~0.5 % overlap of a DMR at the two time points) that overlap with an enhancer. 

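Between 4 and 8 hpf, 351 DMRs were called genome-wide. Of these, 211 were HMRs or parts of HMRs of 4 hpf that were higher at 8 hpf, with a median level of 20.3% at 4 hpf and 58.2% at 8 hpf, and 140 were HMRs or parts of HMRs of 8 hpf that were higher at 4 hpf, with 52.1% at 4 hpf and 14.5% at 8 hpf. The former touched 0.711% of the HMRs of 4 hpf (0.621% to 0.813%) and the latter 0.443% of those of 8 hpf (0.376% to 0.523%). How many of them overlap an enhancer was not analysed here. The Fisher test on reads compares these 2 libraries, not the stages, and the 2 libraries also differ in how evenly their reads cover the mitochondrial genome. When the reads of each CpG were reassigned at random between the libraries, 0 DMRs were called. Each CpG was reassigned on its own, which breaks the link between neighbouring CpGs and makes the HMRs of both libraries alike. The count thus does not show how many DMRs come from differences between libraries. The other consecutive pairs gave 415 DMRs between 2 and 4 hpf, 314 of them higher at 2 hpf, and 664 between 8 and 24 hpf, 506 of them higher at 24 hpf, a balance that 1 kb tiles turned round with 3205 higher at 24 hpf and 4235 higher at 8 hpf, and 4 against 24 hpf gave 1499. The number of DMRs depends on depth. With every library thinned to the depth of 8 hpf, 160 DMRs were called between 4 and 8 hpf, 53 between 2 and 4 hpf and 510 between 8 and 24 hpf, so that the order of the earlier pairs changed. Whether these are the same regions was not compared. The alternative that moved the count most was to test 1 kb tiles, of which 8734 differed by at least 25 points between 4 and 8 hpf after Benjamini-Hochberg adjustment, against 3388 between 2 and 4 hpf. The DMR with the most significant CpGs lies on chromosome 4 of Zv9 from 61293772 to 61299899, where 543 of 646 CpGs were significantly higher at 8 hpf. Its level was 8.31% (8.17% to 8.45%) at 4 hpf and 38.2% (37.5% to 38.8%) at 8 hpf, at a coverage of 12.5 and 5.67 times the library median. In the other direction it was a region on chromosome 3 from 46902257 to 46903070, with 20 of 32 CpGs significant and a level of 60.8% (57.7% to 63.8%) at 4 hpf and 15.0% (11.9% to 18.6%) at 8 hpf. No Zv9 annotation was used, so the genes at these positions are not given.

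**Figure D2:**
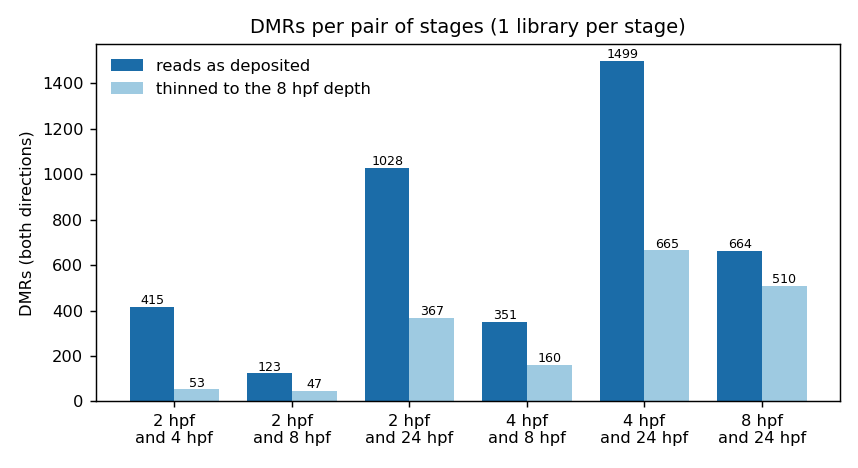
Number of DMRs (y-axis, both directions added) for each pair of stages (x-axis), with the reads as deposited (dark bars) and after thinning every library to the depth of 8 hpf (light bars), 1 library per stage. The pair of 4 and 24 hpf has the most DMRs in both, with 1499 and 665.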

Importantly, this stability of DNA methylation at enhancers is specific to early development as enhancers that are hyper-methylated during early development can lose DNA methylation in adult muscle (Additional file 1: Figure S1d). In summary, we detected only limited DNA methylation dynamics at active and inactive enhancer elements during early zebrafish development and found that, surprisingly, active enhancers tend to be hyper-methylated during this developmental phase.

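The methylation of 1 kb windows of the whole genome, whether or not they hold an enhancer, was compared between the stages. A total of 1142291 windows had more than 5 covered CpGs and at least 20 reads at both 4 and 8 hpf. Of these, 92.9% differed by less than 10 points and 99.3% by less than 25 points. Only 42 windows went from under 25% at 4 hpf to over 75% at 8 hpf, and 15 went the other way. Between 4 and 24 hpf, 99.0% of 1155200 windows differed by less than 25 points, 63 went from under 25% to over 75% and 24 went the other way. Which windows hold an enhancer was not determined, because the peaks were not used here. The shares are thus not those of enhancers, active or inactive. The paper bases its statement on limited dynamics on the average level at enhancers and on the few DMRs that overlap one.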

### Hypo-enhancers define inactive enhancers close to TFs

The vast majority of enhancers at hypo-methylated loci are not active in any of the embryonic data sets analyzed if we use H3K27ac as a proxy of enhancer activity. To follow up on this observation, we defined two sets of enhancers based on their DNA methylation: hypo-enhancers (<25 % DNA methylation and >5 CpGs, *n* = 774 at 4 hpf) and hyper-enhancers (>75 % DNA methylation and >5 CpGs, *n* = 7722 at 4 hpf). 

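The limits of 25% and 75% and of more than 5 CpGs were applied to 1 kb windows of the 4 hpf library, to show how common both classes are in the genome. Of 1175724 windows with more than 5 covered CpGs and at least 20 reads, 38461 or 3.27% (3.24% to 3.30%) had less than 25% methylation and 1068467 or 90.9% (90.8% to 90.9%) had more than 75%. The remaining 5.85% lay between these limits. There were 27.8 hyper-methylated windows for each hypo-methylated one. The windows include TSSs and gene bodies, while the enhancer sets leave out loci near a TSS, so the shares are not those of enhancers.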

Examples of a hyper- and hypo-enhancers and their epigenetic environments are shown in Fig. 1b and c, respectively. To quantify the fraction of active enhancers among the hypo- and hyper-enhancers, we computed the fraction that overlaps with an H3K27ac peak at 4 and 8 hpf. As shown in Fig. 1a, hypo-enhancers show limited overlap with an H3K27ac peak (*p* < 2.2 × 10^−16^, hypergeometric distribution); only ~24 % of the hypo-enhancers do so (Fig. 1d). We sought to further support these findings by checking TF occupancy of hyper- and hypo-enhancers. For this, we analyzed publicly available ChIP-Seq data sets of three core pluripotency TFs (Nanog, Oct4 and Sox2) [41, 42] and computed the overlap with the two-enhancer types. Consistent with our H3K27ac analysis, hypo-enhancers also have significantly limited overlap with TF binding sites (*p* < 2.2 × 10^−16^, hypergeometric distribution; Fig. 1e).

Finally, we used the GREAT tool [43] to perform Gene Ontology (GO) term analysis to see if hypo- or hyper-enhancers are associated with specific classes of genes. Intriguingly, whereas hyper-enhancers are not associated with genes enriched for a molecular function, hypo-enhancers are only enriched for molecular function GO terms that point towards TFs (Fig. 1f). This shows that the set we marked as hypo-enhancers defines loci that mostly resemble inactive enhancers close to TFs.

### Hypo-enhancers drive reproducible expression in enhancer assays

Previously, Bogdanovic et al. [6] performed a series of enhancer assays revealing that a subset of putative enhancers identified in their study are able to drive expression in a transgenic setting. Overlapping their validated enhancers with our two enhancer classes revealed that all (12/12) enhancers tested by Bogdanovic et al. [6] are hyper-enhancers. This overlap confirms that at least some hyper-enhancers identified in our study drive expression in a transgenic setting. To validate the functionality of the identified hypo-enhancer loci as enhancers, we performed transgenic enhancer assays using the ZED system [44]. We cloned five hypo-enhancers close to genes with a tissue-specific expression pattern, of which four gave reproducible results (Additional file 1: Figure S2a–g). Of these, three resembled the expression pattern of the closest gene (*dacha*, *tbx2a*, and *gsc*). These data show that the identified loci, referred to as hypo-enhancers, are also capable of driving tissue-specific gene expression in transgenic settings. We conclude that at least some hypo-enhancers are enhancers.

### A subset of hypo-enhancers show 5hmC enrichment prior to MBT

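At 4 hpf, 29555 HMRs with less than 25% methylation were called. TSS-associated HMRs are included, since no Zv9 annotation was used. The HMRs had a median length of 1176 bp and 32 CpGs, held a median of 637 reads and covered 41.5 Mb. Their median level was 4.37%, with the middle 50% of HMRs between 1.80% and 11.1%. A share of 53.8% had less than 5% methylation and 27.6% had more than 10%. With the CpGs in random order the same model called 53 HMRs. The number of HMRs moved most when the limit on their level was dropped, to 51009. The longest HMRs span 81.3 kb on chromosome 3 from 23955282 to 24036575 with a level of 1.23%, 81.0 kb on chromosome 23 from 36093775 to 36174746 with 1.07%, and 48.5 kb on chromosome 19 from 19207992 to 19256528 with 1.16%. They are followed by 38.2 kb on chromosome 14 from 2961466 to 2999643, which had 7.82%, and 36.0 kb on chromosome 17 from 38404963 to 38440948, which had 1.60%. All positions are in Zv9. At the other stages 27066 HMRs were called at 2 hpf, 31582 at 8 hpf and 29620 at 24 hpf, with median levels of 6.98%, 4.25% and 7.20%.

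**Figure D3:**
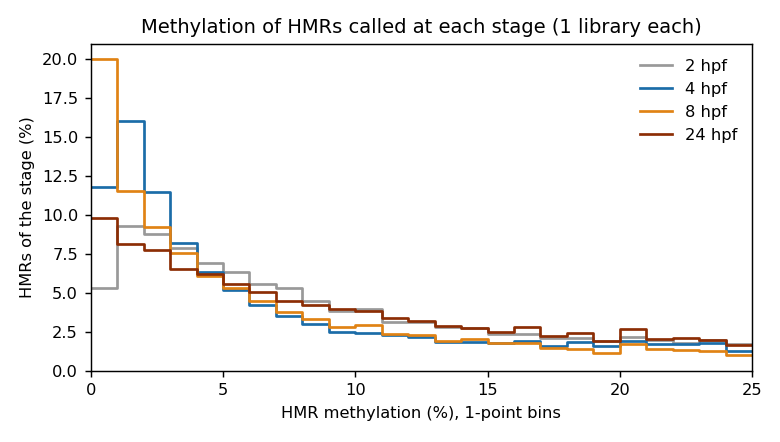
Share of the HMRs of a stage (y-axis, percent) in bins of 1 point of their methylation (x-axis, percent), 1 line per library. Most HMRs lie at the low end, with the middle 50% at 4 hpf between 1.80% and 11.1%.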

We compared the DNA methylation status between all non-TSS-associated hypo-methylated regions (HMRs; less than 25 % DNA methylation) that do or do not overlap hypo-enhancers. Strikingly, the HMRs that do overlap hypo-enhancers are significantly less methylated than the HMRs that do not (*p* < 2.2 × 10^−16^, non-paired Wilcoxon-test; Fig. 2a). This could suggest that DNA methylation is specifically suppressed at these enhancer loci. Interestingly, a subset of hypo-enhancers displayed high levels of DNA methylation prior to MBT, particularly in the oocytes (Fig. 2b). This is in line with previous analysis of the same data sets showing that primarily the oocyte methylome is dynamic after fertilization [28, 29]. The oxidation of 5-methylcytosine (5mC) into 5hmC has been proposed as a mechanism to achieve de-methylation [45]. Since immunofluorescence data indicated that 5hmC levels are very low or even absent in zebrafish embryos 3–10 hpf [46], we first checked if 5hmC is present during early zebrafish development by performing liquid chromatography–tandem mass spectrometry (LC-MS/MS) experiments throughout zebrafish development. This analysis revealed low but clearly detectable 5hmC levels (~0.35 % of the methylated cytosines) prior to MBT and levels close to background after MBT (Fig. 2c). The analysis of a TAB-Seq data set generated from 32-cell-stage embryos (1.75 hpf) [29], reflecting hydroxy-methylation (5hmC), revealed significant enrichment of 5hmC over the hypo-enhancer loci that are hyper-methylated in the gametes compared with the other three tested groups (*p* < 2.2 × 10^−16^, non-paired Wilcoxon test). In contrast, the hypo-enhancers that are already hypo-methylated in the gametes did not show such enrichment (Fig. 2d). Given that TET enzymes have been identified as the enzymes that oxidate 5mC to 5hmC [45, 47, 48], our findings would be consistent with a model where TET enzymes target a subset of the hypo-enhancers during early zebrafish development in order to induce the hypo-methylated state of these enhancers; however, this remains to be tested.

**Fig. 2:**
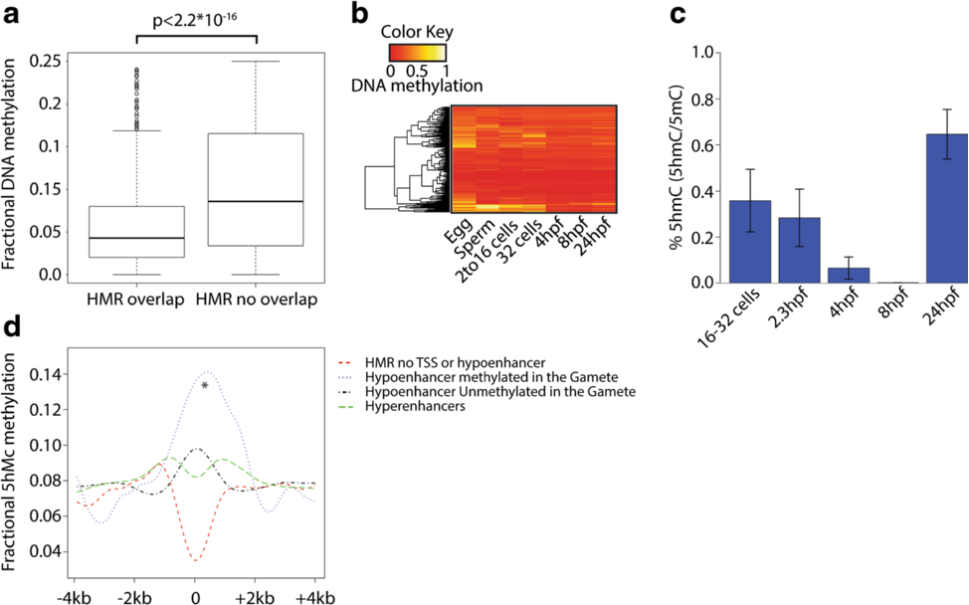
Hypo-enhancers are reprogrammed prior to MBT. **a** The fractional DNA methylation states of all non-TSS-associated HMRs with less than 25 % DNA methylation overlapping and not overlapping a hypo-enhancer. **b** Heat map displaying the DNA methylation status of the hypo-enhancers (defined at 4 hpf) throughout development. **c** Bulk 5hmC quantification using LC-MS/MS. *Error bars* represent the standard deviation derived from biological triplicates. **d** Profile displaying 5hmC distribution within 4 kb of the middle point of all HMRs that do not overlap with a TSS or a hypo-enhancer, stably non-methylated hypo-enhancers, hypo-enhancers that lose DNA methylation during early zebrafish development, and all hyper-enhancers (*p < 2.2 × 10^−16^, non-paired Wilcoxon test)

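The part of Fig. 2b that shows 4, 8 and 24 hpf rests on the methylomes examined here. Which HMRs are hypo-enhancers was not analysed here, so all HMRs of 4 hpf were followed. Of the 27245 with at least 20 reads at 8 hpf, 88.8% (88.4% to 89.2%) stayed under 25%, and of the 27977 with at least 20 reads at 24 hpf, 82.5% (82.1% to 83.0%) did. More than 50% methylation was reached by 376 at 8 hpf and 963 at 24 hpf. The median level was 4.32% at 4 hpf, 7.14% at 8 hpf and 9.17% at 24 hpf. The alternative that moved these shares most was the run caller, which takes runs of CpGs with a level under 25% over 3 neighbouring CpGs and gave 95.7% and 89.3%. The followed regions were picked for a low level at 4 hpf, so the reverse was also measured. A gain of at least 25 points over the level at 4 hpf was found in 2.94% of the followed HMRs at 8 hpf, while 6.43% of the HMRs called at 8 hpf were higher by at least 25 points at 4 hpf. For 24 hpf these shares were 7.16% of the followed HMRs and, in reverse, 7.85% of the HMRs called at 24 hpf. HMRs called at 8 and 24 hpf held a median of 167 and 225 reads, against 637 at 4 hpf. Low levels picked from fewer reads tend to be higher when measured again, so these shares give no direction of change. Between 4 and 8 hpf the DMRs lay the other way, with 211 higher at 8 hpf and 140 higher at 4 hpf.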

### Hypo-enhancers and hyper-enhancers are equally accessible

To characterize the physical accessibility of the identified hyper- and hypo-enhancers, we generated an Atac-Seq data set from 4-hpf embryos and made use of an available MNase-Seq data set [49]. We first confirmed that the Atac-Seq and MNase profiles are of high quality by computing their enrichment over TSSs (Additional file 1: Figure S3a). As expected, this revealed nucleosome phasing in both profiles and revealed an inverse correlation between nucleosome occupancy (MNase profile) and accessibility (Atac-Seq). We then probed the accessibility of hypo- and hyper-enhancers. Surprisingly, whereas work in mice and human embryonic stem cells (ESCs) showed that primed enhancers are less accessible and still bound by nucleosomes, both hypo-enhancers and hyper-enhancers are equally accessible in early zebrafish embryos (Fig. 3a, b).

**Fig. 3:**
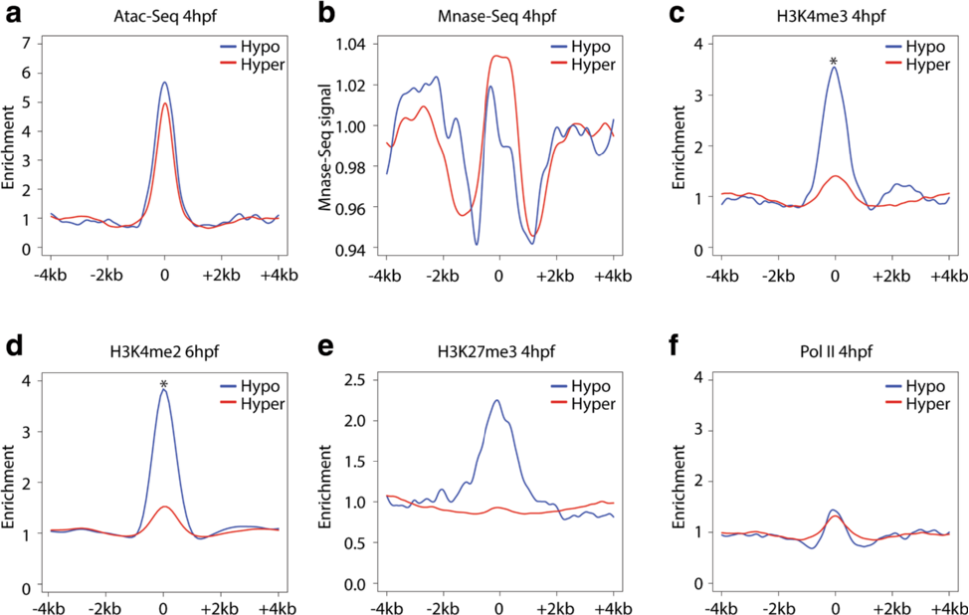
Hypo-enhancers have a unique epigenetic environment. **a**–**f** Profiles of Atac-Seq, Mnase-Seq, H3K4me2/3, H3K27me3, and Pol II ChIP-Seq over hypo- and hyper-enhancers. The enrichment (*y-axis*) of the various epigenetic marks is plotted over a region of 4 kb up- and downstream of the middle points of the two enhancer types

### Hypo-enhancers have a unique epigenetic make up

To further probe epigenetic differences between the two enhancer types, we generated ChIP-Seq profiles for multiple histone modifications at 4 hpf. We started out by computing the enrichment of both H3K4me3 and H3K4me2 over both the hypo- and hyper-enhancers. Unexpectedly, whereas the hyper-enhancers reveal minimal enrichment compared with the background control, the hypo-enhancers reveal significantly stronger enrichment with average enrichment of ~4.5- and ~3-fold for H3K4me2 and H3K4me3, respectively (*p* < 2.2 × 10^−16^, non-paired Wilcoxon test; Fig. 3c, d; Additional file 1: Figure S3b). Furthermore, we showed that the enrichment of H3K4me2/3 over hypo-enhancers is a feature of the majority of hypo-enhancers by plotting all read densities in box plots (Additional file 1: Figure S3c–f). We note that, in both cases, the enrichments are still considerably lower than those observed at TSSs (typically more than tenfold; data not shown). Previous work in ESCs showed that a subset of primed enhancers is enriched for the repressive H3K27me3 mark and this type of enhancer is considered to be poised for activation [37]. We found that only the hypo-enhancers show a small enrichment (Fig. 3e), suggesting that only a few hypo-enhancers are poised for activation. In contrast to other work, we do not find any enrichment of Pol II at either the hypo- or the hyper-enhancers (Fig. 3f) [50].

Finally, we analyzed the epigenetic status of TSSs within 50 kb of either hypo- or hyper-enhancers. This analysis revealed that hyper-enhancers tend to be close to active genes as their proximal TSSs are more enriched for both Pol II and H3K4me3. Furthermore, the hyper-enhancer-associated TSSs are slightly more accessible and nucleosome-poor compared with those associated with hypo-enhancers (Additional file 1: Figure S3g–j). Altogether, these analyses show that hypo- and hyper-enhancers are loci with epigenetically distinct properties in early zebrafish embryos.

### Hypo-enhancers are stable throughout zebrafish development

To address the stability of the H3K4me1 mark at both hypo- and hyper-enhancers, we performed an unbiased, genome-wide analysis of this histone mark throughout the first 24 h of zebrafish development. To do this we called all hypo- and hyper-enhancers throughout development and determined the H3K4me1 enrichment at all time points and visualized this in a heat map (Fig. 4a). This revealed that H3K4me1 at hypo-enhancers is rather stable throughout development and that no clear stage-specific clusters can be observed after k-means clustering. The hyper-enhancers, however, reveal clear stage-specific clusters and the presence of H3K4me1 correlates nicely with enrichment for H3K27ac (Additional file 1: Figure S4). To address the H3K4me1 stability more quantitatively, we computed the normalized read density in an area extending 200 bp on each side of the center of the H3K4me1 peak and compared this between all hypo- and hyper-enhancers called in the 4- and 8-hpf ChIP-Seq data sets (Fig. 4b, c). This analysis revealed largely similar results as observed in the heat map (Fig. 4a): less than 9 % of the hypo-enhancers showed more than a fourfold difference in read density between the two time points, whereas roughly 33 % of the hyper-enhancers show a more than fourfold difference. This shows that the H3K4me1 mark at hypo-enhancers is particularly stable during early zebrafish development, in contrast to hyper-enhancers.

**Fig. 4:**
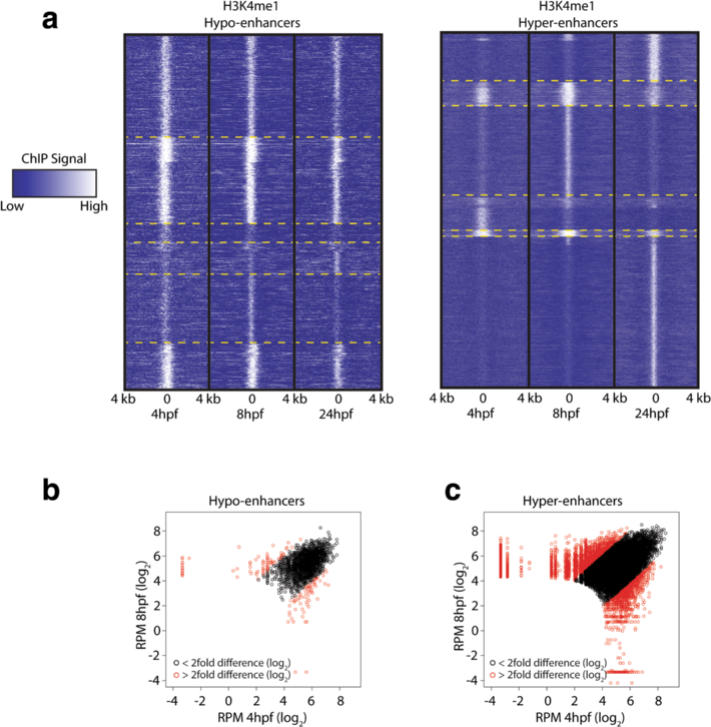
Hypo-enhancers are stable throughout zebrafish development. **a** Heat map displaying RPM-normalized H3K4me1 intensities of all hypo- and hyper-enhancers called throughout the first 24 h of development. The heat map was clustered using k-means clustering (*n* = 6). *Yellow dashed lines* indicate cluster transitions. **b**, **c** Dynamics of H3K4me1-normalized read density of hypo- and hyper-enhancers at 4 and 8 hpf. *Red circles* indicate peaks where the normalized read density changes more than fourfold between the two time points. *Black circles* indicate peaks where the normalized read density changes less than fourfold between the two time points

### Hypo-enhancers are marked with H3K4me1 prior to MBT

Although the majority of the histone marks are deposited around MBT, low levels of H3K4me3 at TSSs have been observed prior to MBT [25, 26]. This, in combination with the stable nature of H3K4me1 at hypo-enhancers post MBT, prompted us to investigate the H3K4me1 status of the hypo- and hyper-enhancers prior to MBT by performing H3K4me1 ChIP-Seq at 2.5 hpf (256-cell stage). Initial peak calling revealed a low amount of high-confidence peaks but manual investigation of some of the peaks that were called suggested that these are bona fide H3K4me1 peaks (data not shown). Moreover, an H3K4me1 profile and a heat map generated over all refseq TSSs revealed mild enrichment and the well-known bimodality of this histone modification at TSSs (Additional file 1: Figure S5a, b). These results suggest that the chromatin immunoprecipitation (ChIP) procedure worked appropriately but that the amount of H3K4me1 present at this time point is simply very low, as shown for multiple other histone modifications previously [25, 26]. Indeed, conventional immunofluorescence coupled to confocal microscopy for H3K4me1 on 2-hpf embryos revealed very weak staining, if any, whereas at 4 hpf the presence of H3K4me1 is obvious (Additional file 1: Figure S5c).

We also generated H3K4me1 profiles over the identified hypo- and hyper-enhancers (called from 4-hpf embryos). In line with the stability of this mark at hypo-enhancers later in development, the hypo-enhancers display a clear, ~2.5-fold enrichment of H3K4me1 at 2.5 hpf (Additional file 1: Figure S5d). This enrichment is significantly higher than that observed over the hyper-enhancers (*p* < 2.2 × 10^−16^, non-paired Wilcoxon test). Furthermore, representation of these data in box plots reveals this is a global trend that includes a large fraction of the hypo-enhancers (Additional file 1: Figure S5e, f). Together, these data show that some hypo-enhancers are pre-marked by H3K4me1 at 2.5 hpf.

### Hypo-enhancers overlap with H3K27ac peaks in adult zebrafish

In our data sets derived from early embryos, the majority of hypo-enhancers (~80 %) never overlap with a high confidence H3K27ac peak (Fig. 5a), while most hyper-enhancers do (Fig. 5b). Furthermore, all five enhancers tested in enhancer assays did not show any activity before 8 hpf. This raises the question of whether hypo-enhancers perhaps become active later in development or even only in the adult. To address this, we generated two H3K27ac ChIP-Seq data sets from two adult tissues (intestine and brain). This revealed that ~4 and ~12 % of the hypo-enhancers called at 4 hpf overlap with H3K27ac peaks found in the intestine and brain, respectively (Fig. 5a, d). The majority of hypo-enhancers that are H3K27ac-positive in the two adult tissues are H3K27ac-negative at 4 hpf and vice versa (Fig. 5d). The enhancers called in brain could be probed for activity using publicly available RNA-Seq data from multiple adult tissues. After linking the hypo-enhancers that are active in brain to their closest TSS (within 50 kb), the expression of the associated refseq genes was plotted throughout development and in four different tissues. This analysis revealed that H3K27ac-marked hypo-enhancers in the adult brain are in the proximity of genes that show a significant increase in expression in the brain compared with all other RNA-Seq data sets tested (*p* < 0.05, paired Wilcoxon test; Fig. 5c). Together, these data show that hypo-enhancers, defined early in embryonic development, are tissue-specific enhancers that strongly correlate with gene expression in adult tissues.

**Fig. 5:**
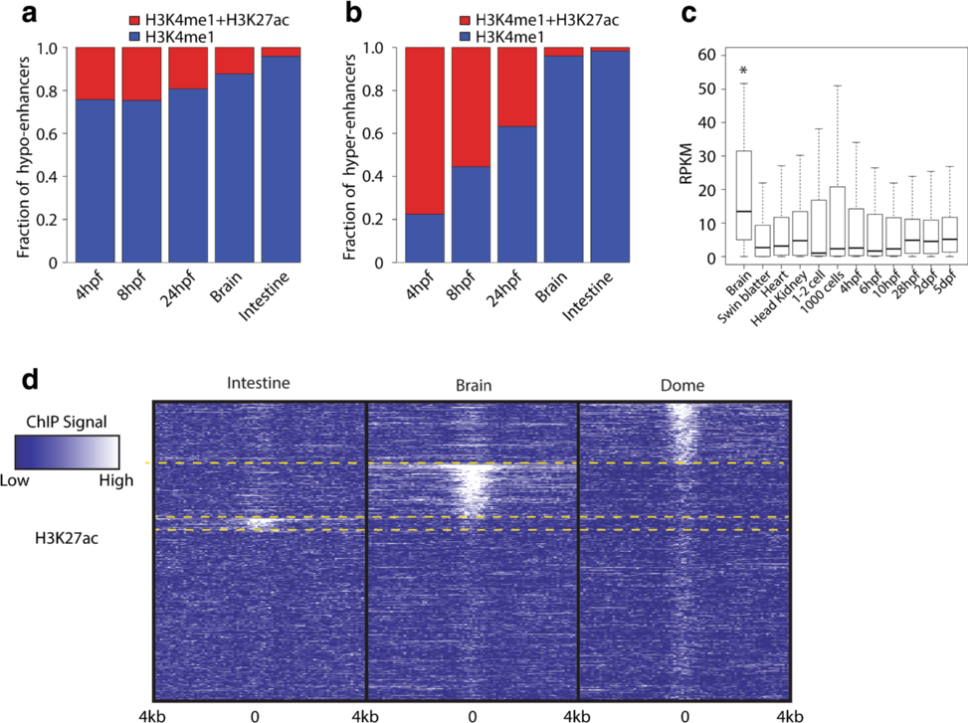
Hypo-enhancers are active in adult tissues. **a**, **b** The fraction of hypo-enhancers (**a**) and hyper-enhancers (**b**) overlapping with a H3K27ac peak at the indicated developmental stages and tissues. **c** Box plot displaying expression values (RPKM) of genes within 20 kb of a hypo-enhancer overlapping with H3K27ac in brain. Expression data were obtained from publicly available RNA-Seq data from different tissues and developmental stages (indicated on the *x-axis*. *p < 0.05, paired Wilcoxon test, brain compared to all other samples. **d** Heat maps of normalized H3K27ac signal over hypo-enhancers in two different tissues (*Intestine* and *Brain*) and at 4 hpf (*Dome*). The heat map was sorted on brain, split, and subsequently sorted on intestine, etc. *Yellow dashed lines* indicate sorting transitions

### Hypo-enhancers associate with TSSs of target genes independent of their transcriptional activity

The above-described stability of the H3K4me1 mark at hypo-enhancers throughout development and their late activation in adult tissues suggested that the hypo-enhancers are primed for activation later in development. These observations prompted us to determine whether the three-dimensional architecture of the hypo-enhancers is also in a primed configuration throughout development and in adult brain. To do this we generated 4C-Seq data from 8- and 24-hpf embryos and adult brain for five different hypo-enhancers with different epigenetic signatures. After mapping and processing of the sequenced reads, we used a peak-calling algorithm to identify 4C interactions. Initial analysis revealed that the majority of 4C interactions are located within 100 kb of the viewpoint, although some interactions were up to 350 kb away (Fig. 6a). Furthermore, computing the overlap of non-redundant 4C interactions from all embryonic 4C experiments with H3K4me1-, H3K27ac-, and H3K4me3-enriched loci throughout development showed that ~46 ~39, and ~20 % of the 4C interactions overlap with H3K4me1, H3K27ac, and H3K4me3, respectively (Fig. 6b). This shows that the analyzed hypo-enhancers are enriched to interact with functional genomic elements.

**Fig. 6:**
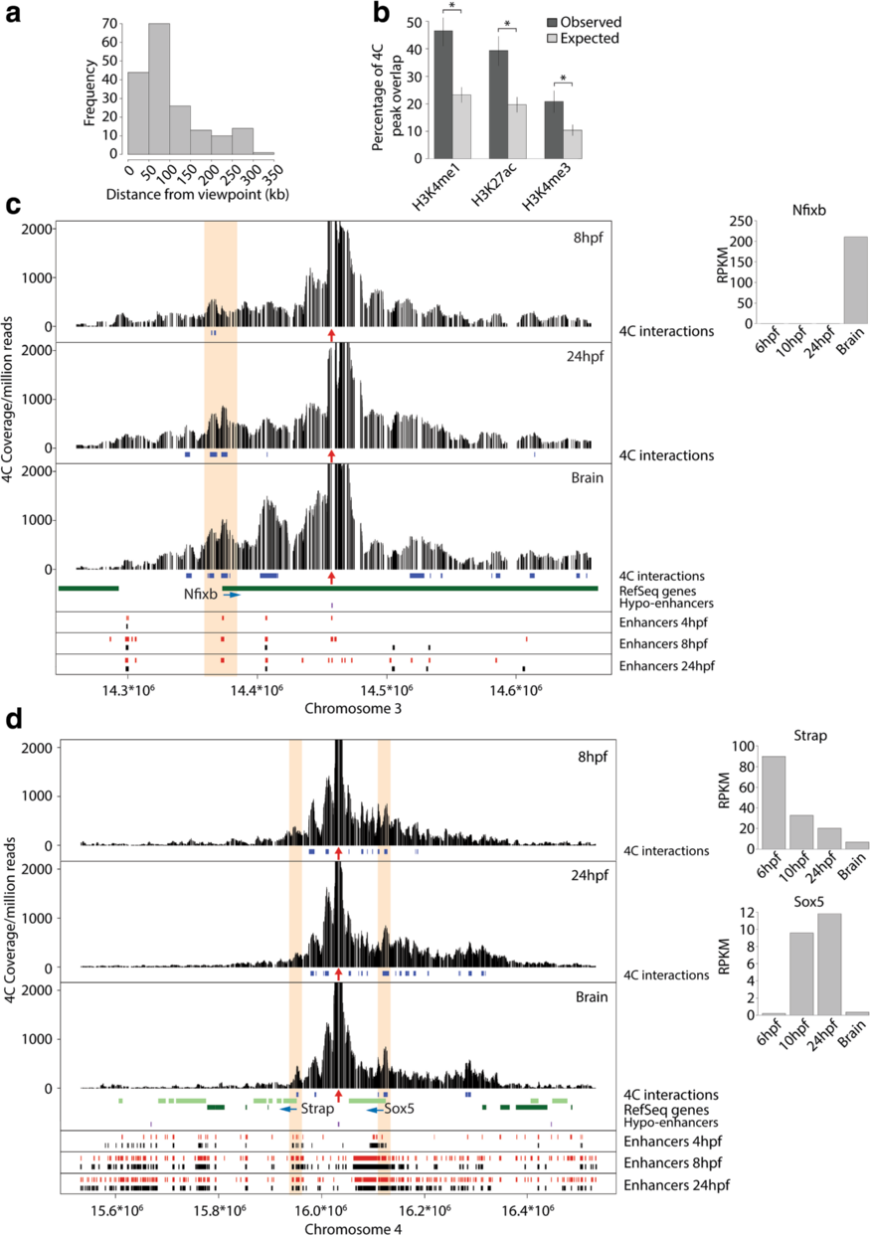
Hypo-enhancers interact with target gene promoters throughout development. **a** Distribution of distances from viewpoints of all non-redundant 4C interactions observed. The five viewpoints analyzed by 4C-Seq were pooled. **b** Overlap between all non-redundant 4C interaction sites and ChIP-Seq peaks observed and expected by chance as indicated (*p < 2.2 × 10^−16^, non-paired Wilcoxon-test). **c**, **d** 4C-Seq profiles generated at 8 and 24 hpf and from brain. *Red vertical arrows* under every 4C-Seq panel indicate the viewpoint. All significant 4C interactions are indicated by *blue rectangles* below every 4C-Seq panel and 4C interactions with a TSS are highlighted in *orange*. Below the 4C-Seq panels, tracks indicating hypo-enhancers (*purple*) and ChIP-Seq peaks (H3K4me1, *red*; H3K27ac, *black*) throughout development are shown. To the *right* of the 4C-Seq panels we depict the expression of the indicated genes at the indicated developmental time points or tissue

Next, we analyzed hypo-enhancer–promoter interactions specifically. As expected for enhancers, for all five tested hypo-enhancers we found one or more 4C interactions close to a promoter. Importantly, we found that the hypo-enhancer interacts with the promoter of a TF in all five cases (Fig. 6c, d; Additional file 1: Figure S6), consistent with the observed GO term enrichment of TFs close to hypo-enhancers (Fig. 1f).

Because we performed the 4C-Seq experiments at two developmental time points and in adult brain, we could also assess the dynamics of the enhancer–promoter interactions throughout development and in adult brain. Focusing only on the hypo-enhancer interactions with a TSS of a TF gene, we detected promoter–enhancer interaction at all three time points in five out of five cases (Fig. 6c, d; Additional file 1: Figure S6).

As described previously [22, 23, 51], we could confirm that promoter–enhancer interactions are already present prior to gene expression (defined as RPKM values <1 in RNA-Seq experiments) in three out of five hypo-enhancer interactions with a TF promoter at 8 hpf (Fig. 6c; Additional file 1: Figure S6b, c). Surprisingly, *sox5* and *meis2a* are not expressed significantly in the brain (RPKM <1) but are still physically associated with a hypo-enhancer in this tissue (Fig. 6d; Additional file 1: Figure S6c). In summary, we show that all tested hypo-enhancers physically associate with the promoter of a TF. These enhancer–promoter interactions are already observed prior to transcriptional activation and are maintained in adult tissue, irrespective of the transcriptional activity of the target gene.

## Discussion

The epigenetic landscape in which enhancers reside has received a lot of attention in recent years. In this study we integrate a wide range of epigenetic data sets and show that active distal regulatory elements are generally hyper-methylated (hyper-enhancers) early in zebrafish development, whereas inactive enhancers are enriched at hypo-methylated DNA (hypo-enhancers). These results are highly unexpected since mammalian systems display opposite global enhancer–DNA methylation correlations [17, 31, 32]. Furthermore, we show that the epigenetic make-up is strikingly different for the hyper- and hypo-enhancers . Even though primed enhancers can be hypo-methylated in human ESCs, primed states generally correlate with hyper-methylation, while active states generally correlate with hypo-methylation [17, 31, 32, 52]. Hence, the opposite correlations we find during early zebrafish development are surprising and represent a unique architecture of enhancers.

### Enhancer activity does not influence DNA methylation

We describe that enhancer activity during zebrafish embryogenesis has minimal effect on the underlying DNA methylation state and vice versa. These findings are striking since there is compelling evidence that low levels of DNA methylation at enhancers do have functional importance in mammalian systems [17, 18]. Interestingly, the inverse association between DNA methylation and enhancer activity seems similar to promoter methylation during early *Xenopus* embryogenesis and mouse spermatogenesis, where some genes that are highly expressed are nevertheless hyper-methylated at the TSSs [53, 54]. These observations show that a temporal uncoupling of DNA methylation and transcriptional repression can take place. The question remains why active enhancers remain hyper-methylated during early zebrafish development. We currently cannot provide a good answer to this question, but it is of great importance to know that DNA methylation dynamics at enhancers in zebrafish can follow different rules to those described thus far in mammalian systems. Mechanistically, insufficient TET activity could be the basis for the lack of de-methylation of active enhancers, as studies on mESCs have shown a direct role for TET enzymes in enhancer demethylation [17, 18]. TET activity is more pronounced in adult zebrafish tissues and, indeed, active enhancers are hypo-methylated in adult tissues [46]. Still, the functional relevance of these differences in DNA methylation behavior between developmental stages remains unresolved.

### Hypo-methylation as a potential driver for enhancer priming

The activation of the zygotic genome and the priming of inactive enhancers are crucial for early development. In *Drosophila*, a single key factor, Zelda, has been identified to bind both active and inactive enhancers and the association of Zelda with inactive genes is crucial for their future activity [55, 56]. However, Zelda is not conserved in vertebrates. We hypothesize that the hypo-enhancers we have defined are in fact primed due to their hypo-methylated state. Interestingly, a similar mechanism has been described for non-methylated CpG islands that gain H3K4me3 due to their low levels of DNA methylation irrespective of the genomic context [57]. Moreover, a study in mESCs lacking Lsh, a factor described to be required for DNA methylation at specific loci, has shown that locus-specific loss of DNA methylation coincides with a gain in H3K4me1 specifically at those regions [58], showing that low DNA methylation can trigger de novo acquisition of H3K4me1. The identification and characterization of the factors that set the H3K4me1 mark at hypo-enhancers in zebrafish will be of pivotal importance in addressing the hypothesis that enhancer priming is initiated by DNA hypo-methylation.

### H3K4me1 is present at hypo-enhancers prior to MBT

In zebrafish, the majority of histone modifications are largely absent prior to MBT, although low levels of H3K4me3,for instance, have been described at these early stages [25, 26]. In this study we present evidence that hypo-enhancers bear low levels of H3K4me1 prior to MBT (at ~2.5 hpf). The significance of these low levels of H3K4me1 at primed hypo-methylated enhancers is currently unclear but they suggest that the marking of primed enhancers is not coupled to transcription since zygotic transcription of the nuclear genome is minimal at this stage [59]. Furthermore, this limited zygotic transcription also implies that parentally inherited factors are responsible for the earliest priming of enhancers. Additional studies are needed to identify the factor(s) responsible for the positioning of H3K4me1 at hypo-methylated enhancers prior to zygotic gene activation.

### Hypo-enhancers are stably associated with TF promoters

The mechanism(s) behind enhancer–promoter looping are poorly understood but multiple factors have been shown to play a role in the formation of enhancer loops, including cohesin, CTCF, and also TFs themselves [19, 20]. Our results demonstrate that hypo-enhancers can associate with promoters long before they become active, when they have epigenetic signatures that mark them as primed enhancers. Perhaps more surprisingly, we also found that these enhancers can stay associated with a target promoter long after the gene has been shut down. This situation has also been observed for the *HoxA* and *HoxD* loci previously [60, 61]. The mechanism behind this observation remains to be investigated but, in this light, it is interesting that the enhancer region of the SHH (sonic hedgehog) gene still contacts the SHH gene in the physical absence of the enhancer itself [22]. This raises the interesting possibility that hypo-enhancers may interact with target promoters through enhancer-independent mechanisms.

## Conclusion

During early zebrafish development, enhancer activity generally has an inverse association with DNA methylation. Furthermore, hypo-methylated enhancers identified early in zebrafish development are active in adult zebrafish and physically associated with target promoters irrespective of their expression.

## Methods

### Bisulfite sequencing library preparations

Total genomic DNA was extracted from carefully timed embryos at indicated developmental stages (2, 4, 8, and 24 hpf). Bisulfite sequencing (BS-Seq) libraries were prepared as described before [30].

### BS-Seq analysis

Reads were mapped to the zebrafish genome assembly (Zv9). DMR and HMR calling was done as described elsewhere [62]. DMRs were filtered by asking for at least five significant different CpGs (*p* < 0.05, Fisher exact test). 

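A DMR was taken here as a part of an HMR of one stage that lies outside the HMRs of the other stage and holds at least 5 CpGs that are significantly higher in the other stage. The caller was tested on simulated libraries with the real CpG positions and coverage of 3 chromosomes, which hold 3271842 CpGs, and with 200 planted DMRs per pair of stages whose background is nearly fully methylated. It recovered 92.5% of them at the coverage of 2 and 4 hpf, 86.0% at that of 4 and 8 hpf and 85.0% at that of 8 and 24 hpf, and called 0 DMRs elsewhere in each of these pairs. Smaller differences than those planted were not simulated.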

Additional BS-Seq data sets were downloaded from Potok et al. [28], Jiang et al. [29], Stadler et al. [31], and Wang et al. [39]. 

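The methylomes differ in how well they cover the HMRs of 4 hpf. The mean coverage of an HMR was above 4 reads per CpG for 92.7% at 2 hpf, 92.1% at 4 hpf, 71.6% at 8 hpf and 83.2% at 24 hpf, and 20664 HMRs or 69.9% passed this limit in all 4 methylomes. The methylomes of gametes and earlier embryos from other studies were not used here. The HMRs that passed had a lower median level at 4 hpf, 3.86%, than those that did not, 6.56%. Of those that passed, 90.9% stayed under 25% at 8 hpf and 85.9% at 24 hpf.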

In the case where the 4-hpf hypo-enhancers were followed throughout development, only those hypo-enhancers that had more than an average fourfold coverage in all methylomes are displayed and further analyzed. Hypo-enhancers with 0.25 fractional DNA methylation more in the gametes than at 4 hpf were considered methylated in the gametes.

### ChIP-Seq and Atac-Seq analysis

ChIP-Seq was performed essentially as described by Bogdanovic et al. [6] and Atac-Seq was performed as described by Buenrostro et al. [63]. The following antibodies were used in this study: H3K4me1 ChIP grade (abcam), H3K27ac ChIP grade (abcam), and H3K4me2 ChIP grade (abcam). For the 2.5-hpf time point ~8000 embryos were used. The ChIP-Seq libraries were prepared using the Ovation Ultralow Library System V2 Workflow (NuGEN). In brief, the DNA ends were repaired, adapter ligated, and PCR amplified. Size selection of libraries between 250 and 500 bp was done on a LabChip XT instrument (PerkinElmer). These size-selected fractions were pooled and sequenced on a HiSeq 2500 (Illumina). Additional data sets were downloaded from Bogdanovic et al. [6] and Zhang et al. [49]. Peaks of Oct4, Sox2, and Nanog were downloaded from Leichsenring et al. [41] and Xu et al. [42]. For the initial enhancers, identification peaks called by Bogdanovic et al. were used. Enhancers were defined as a H3K4me1 peaks not overlapping a H3K4me3 peak or a RefSeq (zv9) or Ensemble (zv9) annotated TSS (±4 kb). For all other data sets used reads were mapped to the zebrafish genome assembly (Zv9) using Bowtie (v0.12.08) using the following settings: -m10 -n2 -l28 --best --strata --chunkmbs 256. In the subsequent analysis multiple reads mapping to the same location and strand have been collapsed to single reads and only uniquely placed reads were used for peak-calling. The Cisgenome v.2 software package was used for peak-calling (false discovery rate <0.05). A combination of custom PERL, Python, R scripts, BedTools, and Cisgenome functions were used for computational data analysis. In brief, all heat maps and profiles presented represent normalized (RPM) read densities and the background was set to 1 in the case of the profiles. HMRs not overlapping a TSS were defined as being more the 4 kb away from a TSS, similar to enhancers. To compute the stability of H3K4me1 throughout development over hypo- and hyper-enhancers, we computed the average read density ±200 bp from the mid-point of the enhancer. We only considered enhancers with >20 RPM combined over the three time points, and in the case where a time point had an average of 0 RPM, a 0.1 pseudo count was added to facilitate LOG transformation. In cases where the epigenetic status of TSSs close to hypo- and hyper-enhancers was evaluated, we only considered TSSs within 50 kb of a hypo- or hyper-enhancer. The Pol II density over TSSs was calculated as average RPM values in 100-bp bins within ±500 bp of the TSS.

### 4C-Seq

4C-Seq was essentially performed as described in van de Werken et al. [64]. In brief, single cell suspensions were made from the zebrafish embryos and brain using TrypLE (Life Technologies). Subsequently, the usual 4C protocol was followed using DPNII as the primary cutter and Csp6I as the secondary cutter. 4C template DNA from multiple (at least three) independent 4C experiments was pooled and subsequently 0.8–2 μg of template DNA was used in the 4C PCR reaction. 4C libraries were sequenced on the illumina HiSeq platform. The sequence of the primers used in the 4C-seq experiments can be found in Additional file 2.

### 4C-Seq data analysis

For peak-calling in a single 4C experiment, we performed explicit background modeling of the up- and downstream genomic regions. We assumed that, in a completely unstructured chromatin fiber, the contact probability monotonically decreases as a function of the distance to the viewpoint. We modeled this by performing monotonic regression of the 4C signal as a function of the distance to the viewpoint. For this we used the R package isotone, which implements the monotonic regression. We then compared the observed 4C signal to the predicted value from the background model and called the extremes that reach a significance threshold as peaks. For a given threshold q and a distribution F of residuals from the background model, every observation greater than Q3(F) + q × IQR(F), where Q3 is the third quartile of F and IQR(F) the inter-quartile range, is considered significant.

Parameters were as follows for calling a 4C interaction: q between 1.5 and 4 and minimal distance to viewpoint >20 kb.

For computing the overlap between 4C interactions and ChIP-Seq peaks, a non-redundant list of 4C interactions (while merging 4C interactions within 1 kb of each other) was intersected with non-redundant ChIP-Seq lists as indicated. The background overlap was computed by generating semi-random 4C peaks within 500 kb of the originally called 4C peak. These semi-random 4C peaks were thereafter intersected with the non-redundant ChIP-Seq list. The standard deviation for the observed and expected overlap was computed by bootstrapping 10,000 times.

### RNA-Seq analysis

Data sets were downloaded from Collins et al. [65] and Pauli et al. [66]. Reads were mapped to zebrafish genome assembly version danRer7 (Zv9) by tools in the RMAP package [67]. Gene expression was estimated by mapping reads to the transcriptome and computing RPKM for each refseq gene. Here we mapped the two ends of pair-end data separately, but if both ends of one pair were mapped to the same exon, only one was counted in the RPKM. The mappable length of one gene was adjusted based on mapping deadzones.

### Enhancer assays

Enhancer assays were essentially performed as described by Bessa et al. [44]. In the case of the Gsc and Tbx2a enhancer, the activity was scored in primary injected embryos. In the case of Gsc the specific expression pattern was observed in four out of seven transgenic embryos and the Tbx2a enhancers were observed in three out of five embryos. Dacha and Unxc4*.1* enhancer activity was assayed in a transgenic assay. In total two out of two (Dacha), and two out of two (Unxc4*.1*) transgenic founders showed the presented expression pattern. The sequence of the primers used to clone the enhancer elements can be found in Additional file 3.

### LC-MS/MS analysis

DNA was purified from staged embryos by phenol chloroform extraction and subsequently digested to nucleosides using nuclease P1 (Roche), snake venom phosphodiesterase (Worthington), and alkaline phosphatase (Fermentas) and subjected to stable isotope dilution LC-MS/MS analysis as described in detail elsewhere [68].

## Additional files

Additional file 1: Figures S1–S6. (ZIP 3593 kb) Additional file 2: An excel file listing the primers used in the 4C-Seq analysis. (XLSX 41 kb) Additional file 3: An excel file listing the primers used to clone the enhancers in the transgenic assays.

# Supplementary material for: Enhancers reside in a unique epigenetic environment during early zebrafish development
**Source:** Genome Biol. 2016 Jul 5;17:146. doi: 10.1186/s13059-016-1013-1

Figure S1

TSSs at 4hpf

a

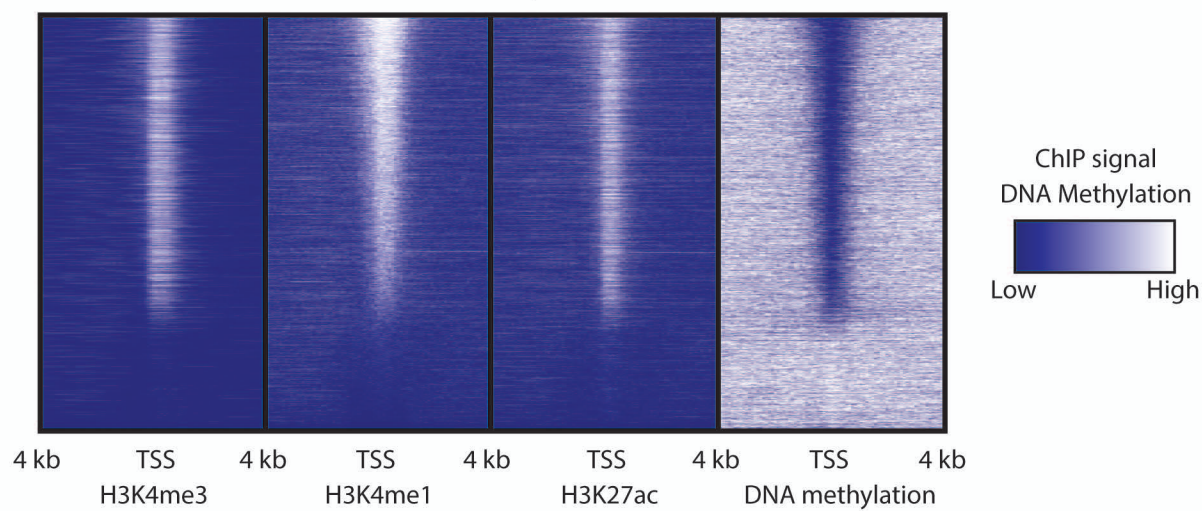

b

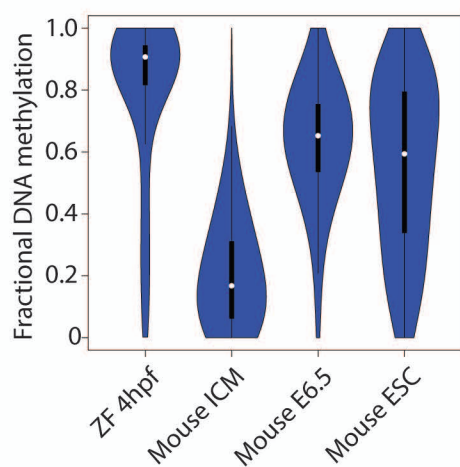

c

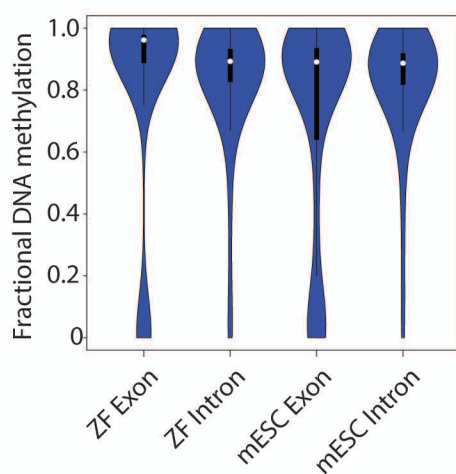

d

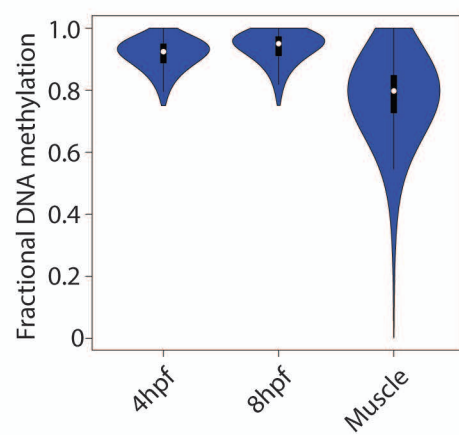

e

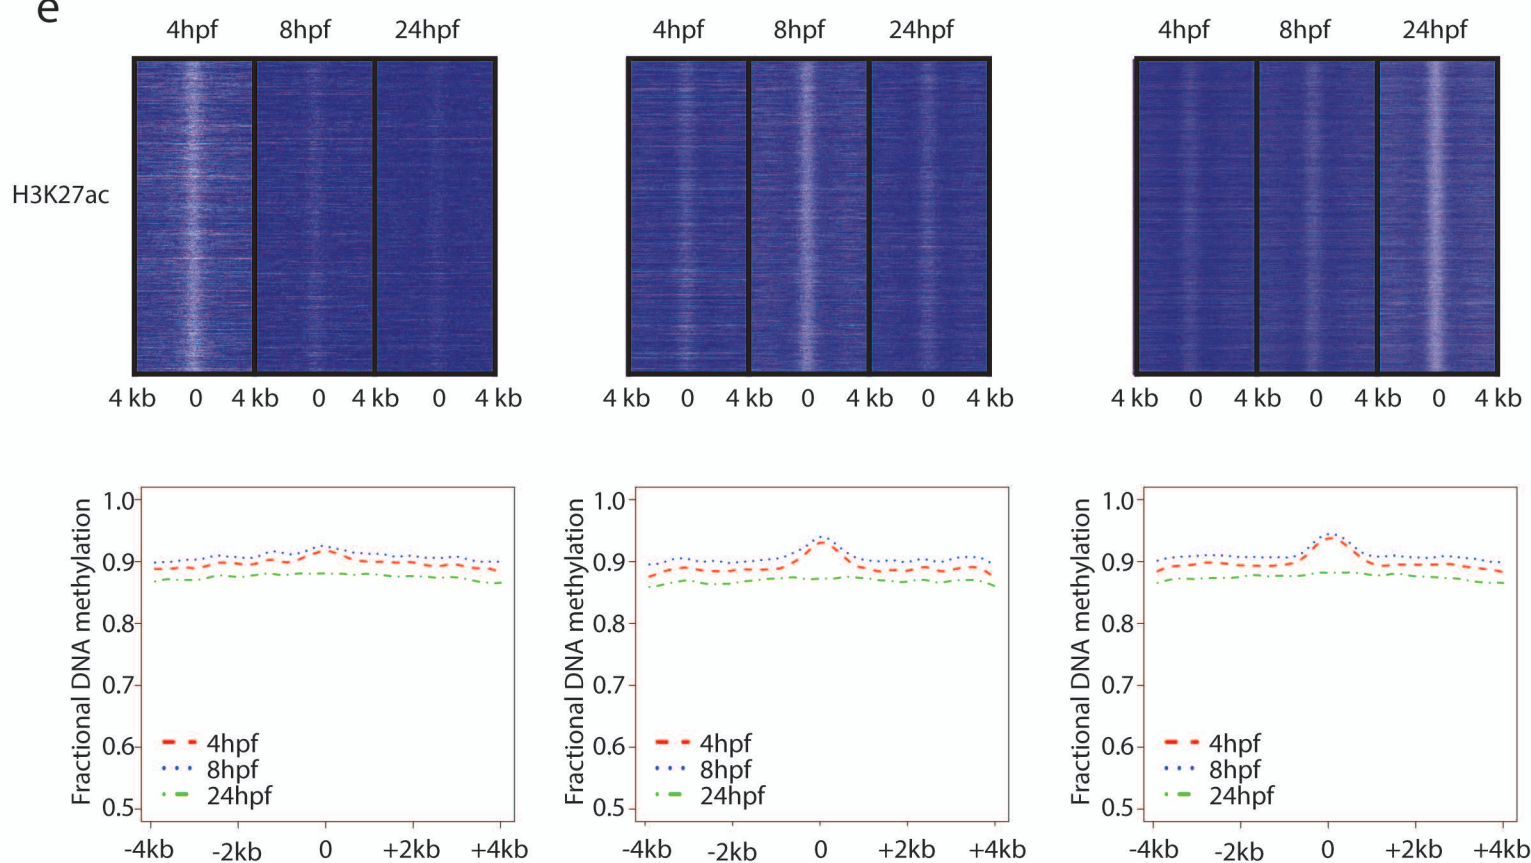

Figure S2

a

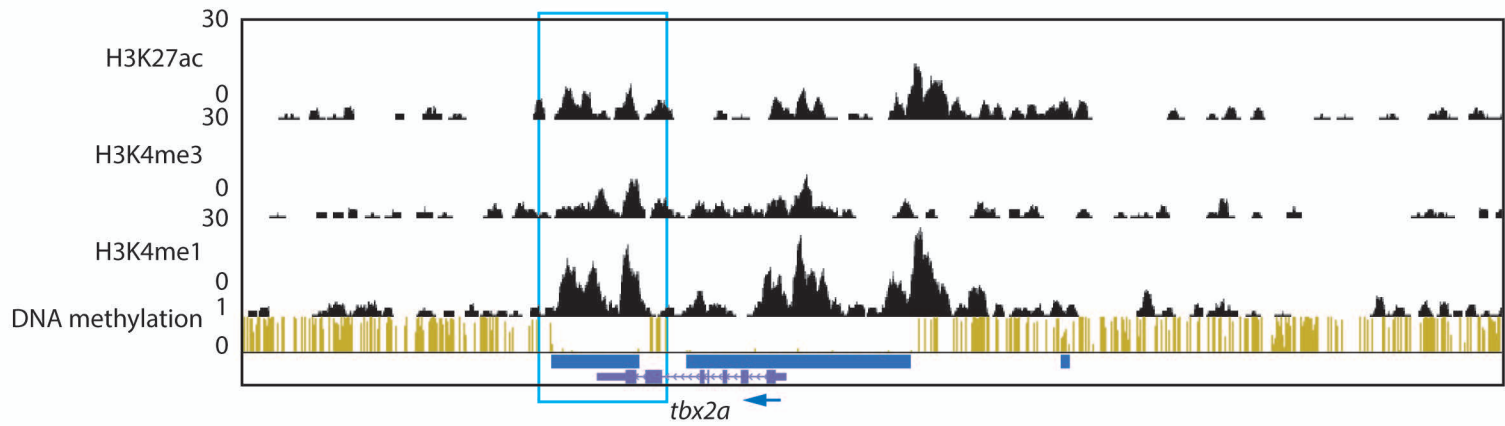

b

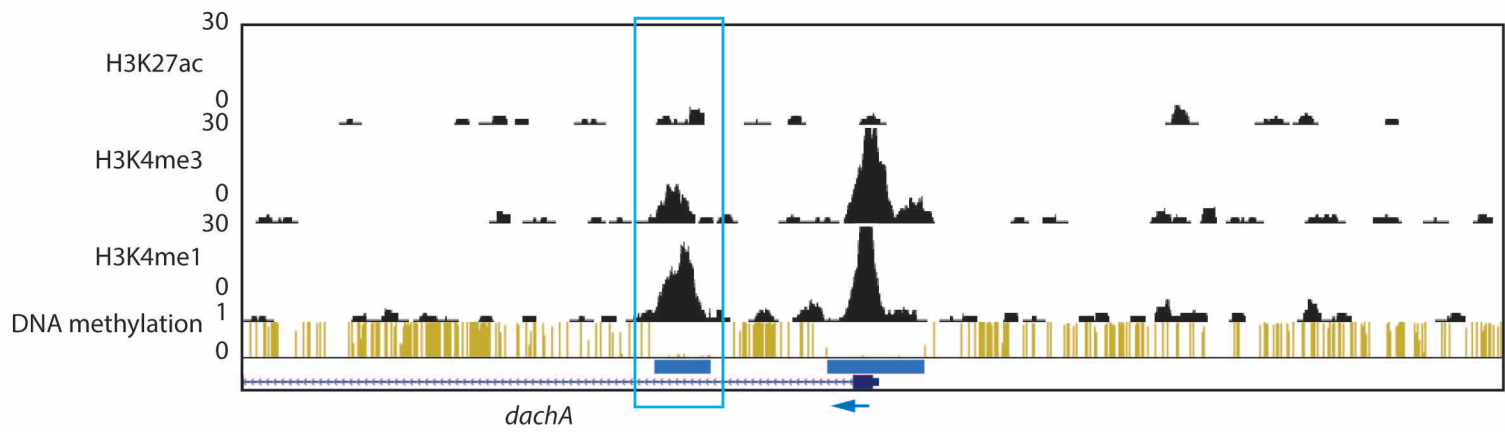

c

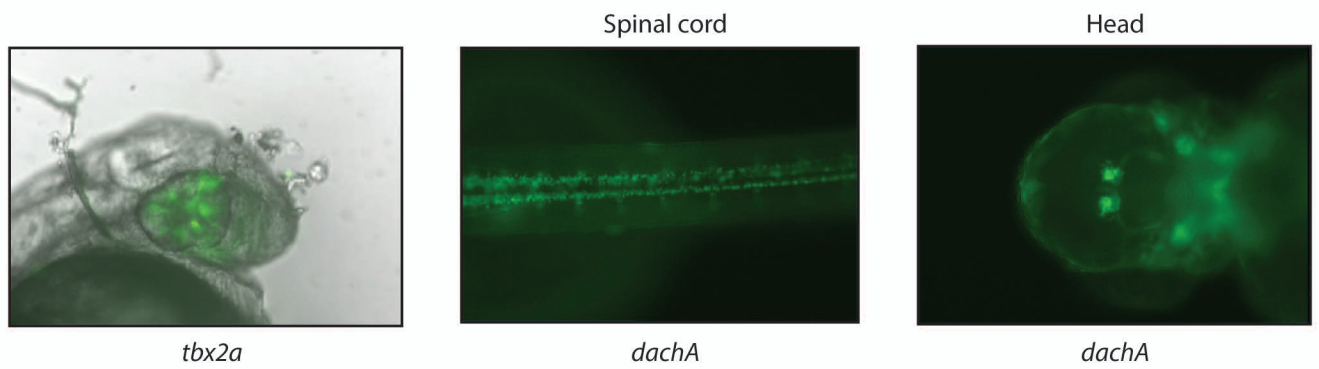

Figure S2

d

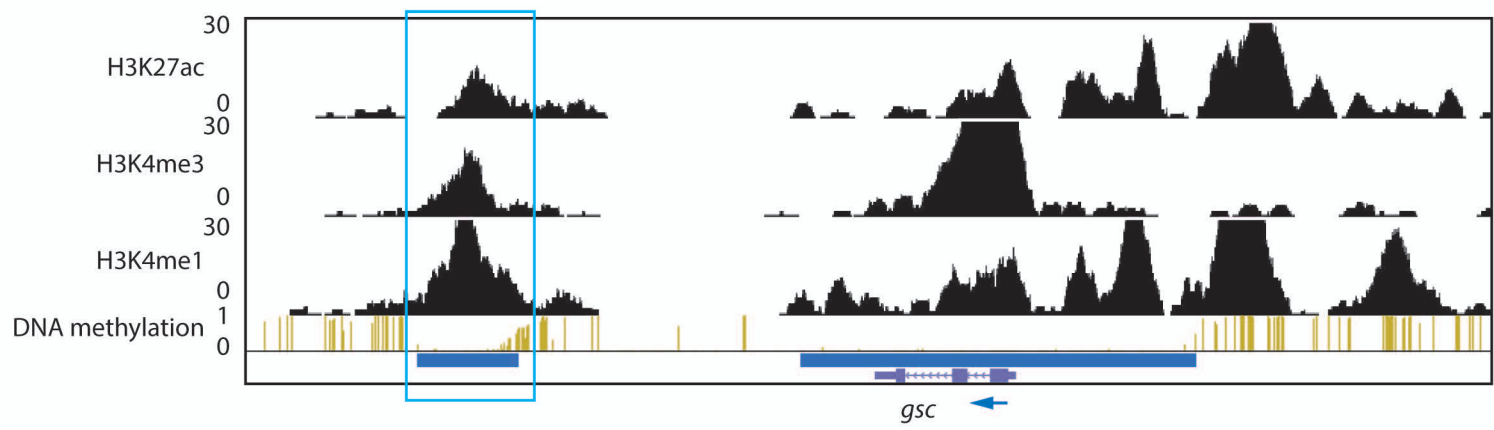

e

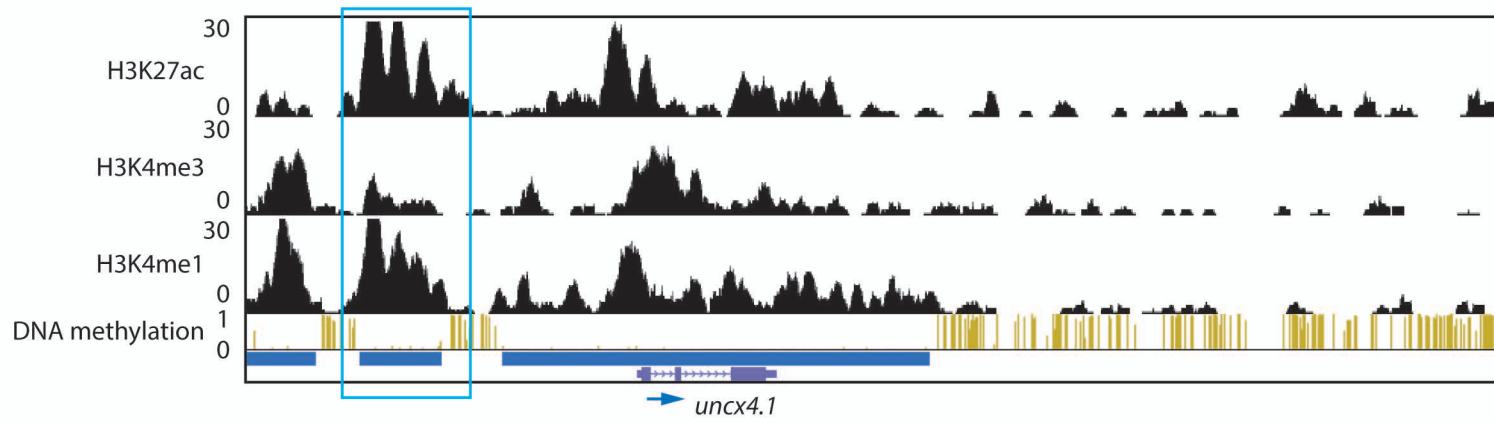

f

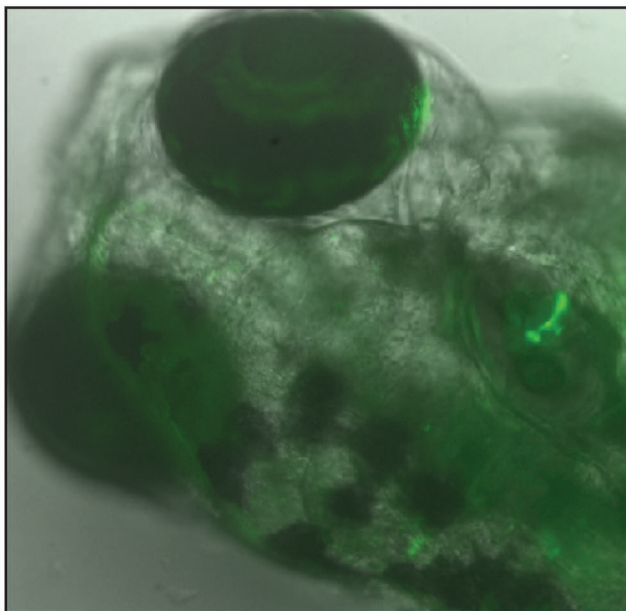

*gsc*

g

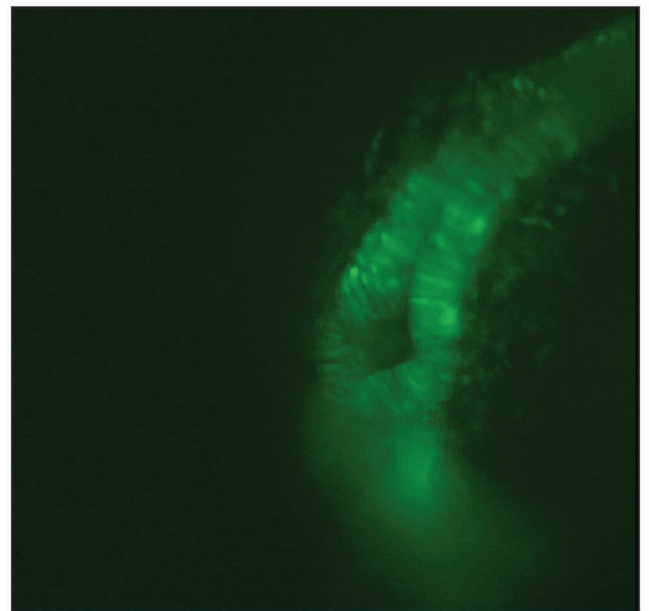

*uncx4.1*

Figure S3

a

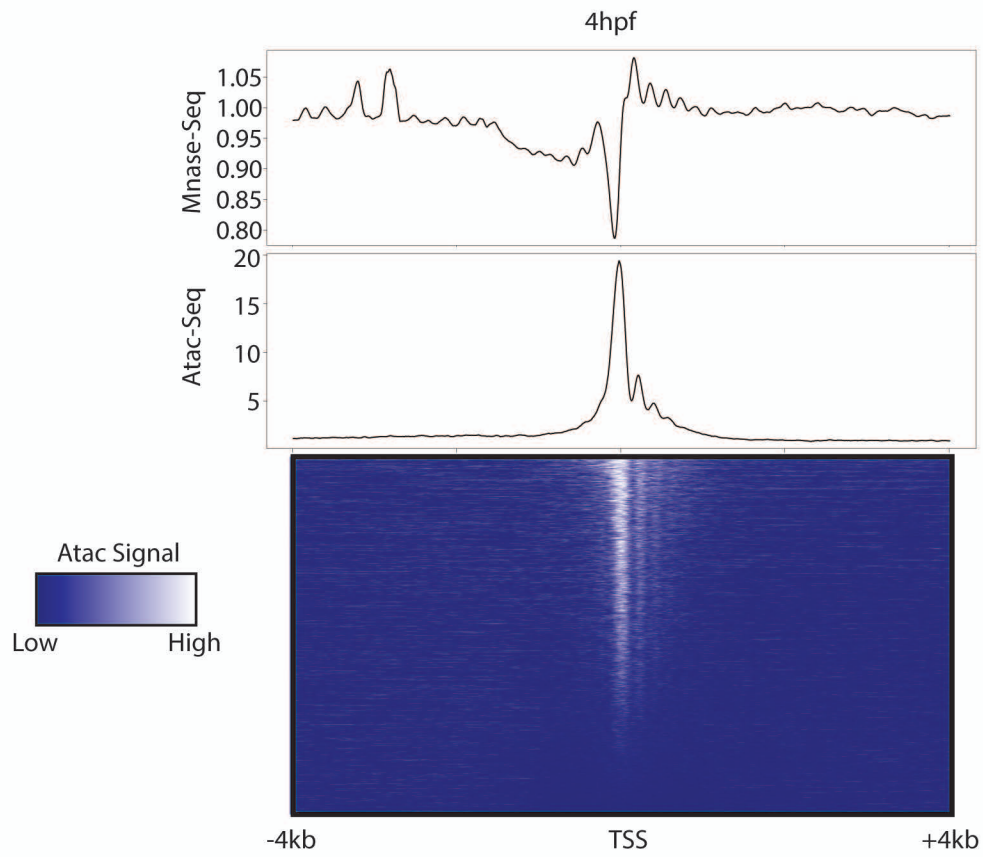

b

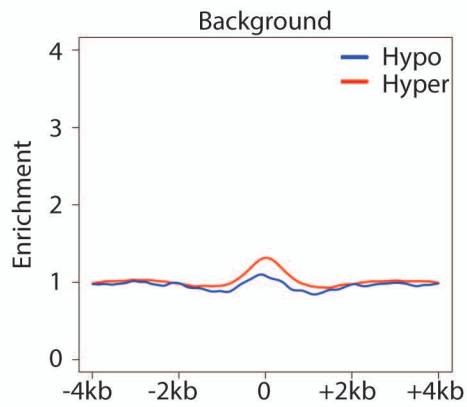

c

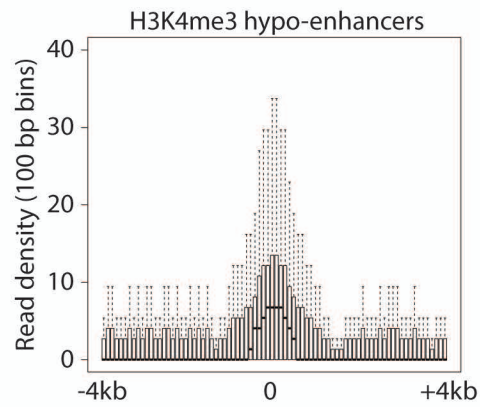

d

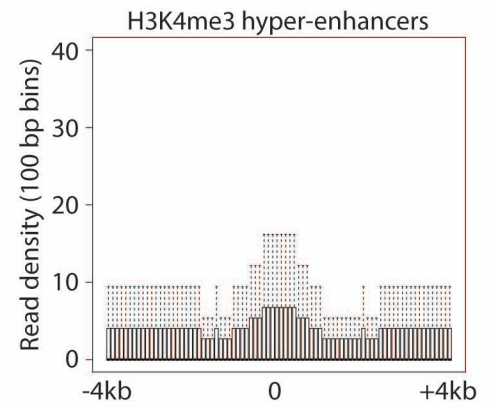

e

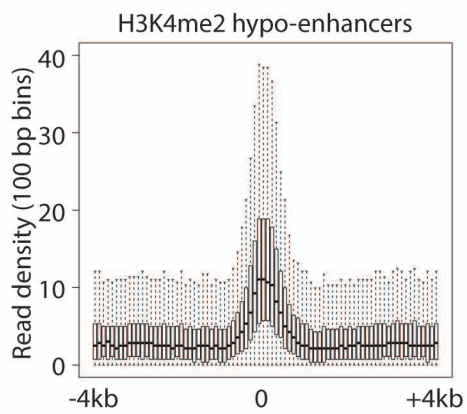

f

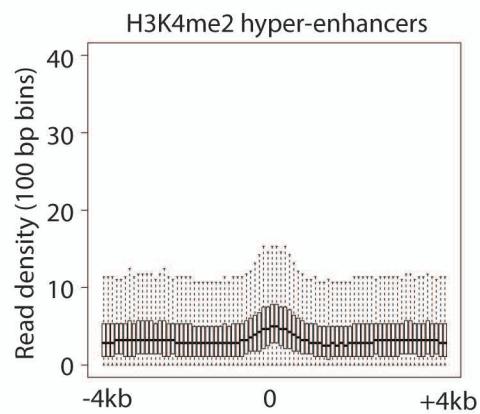

Figure S3

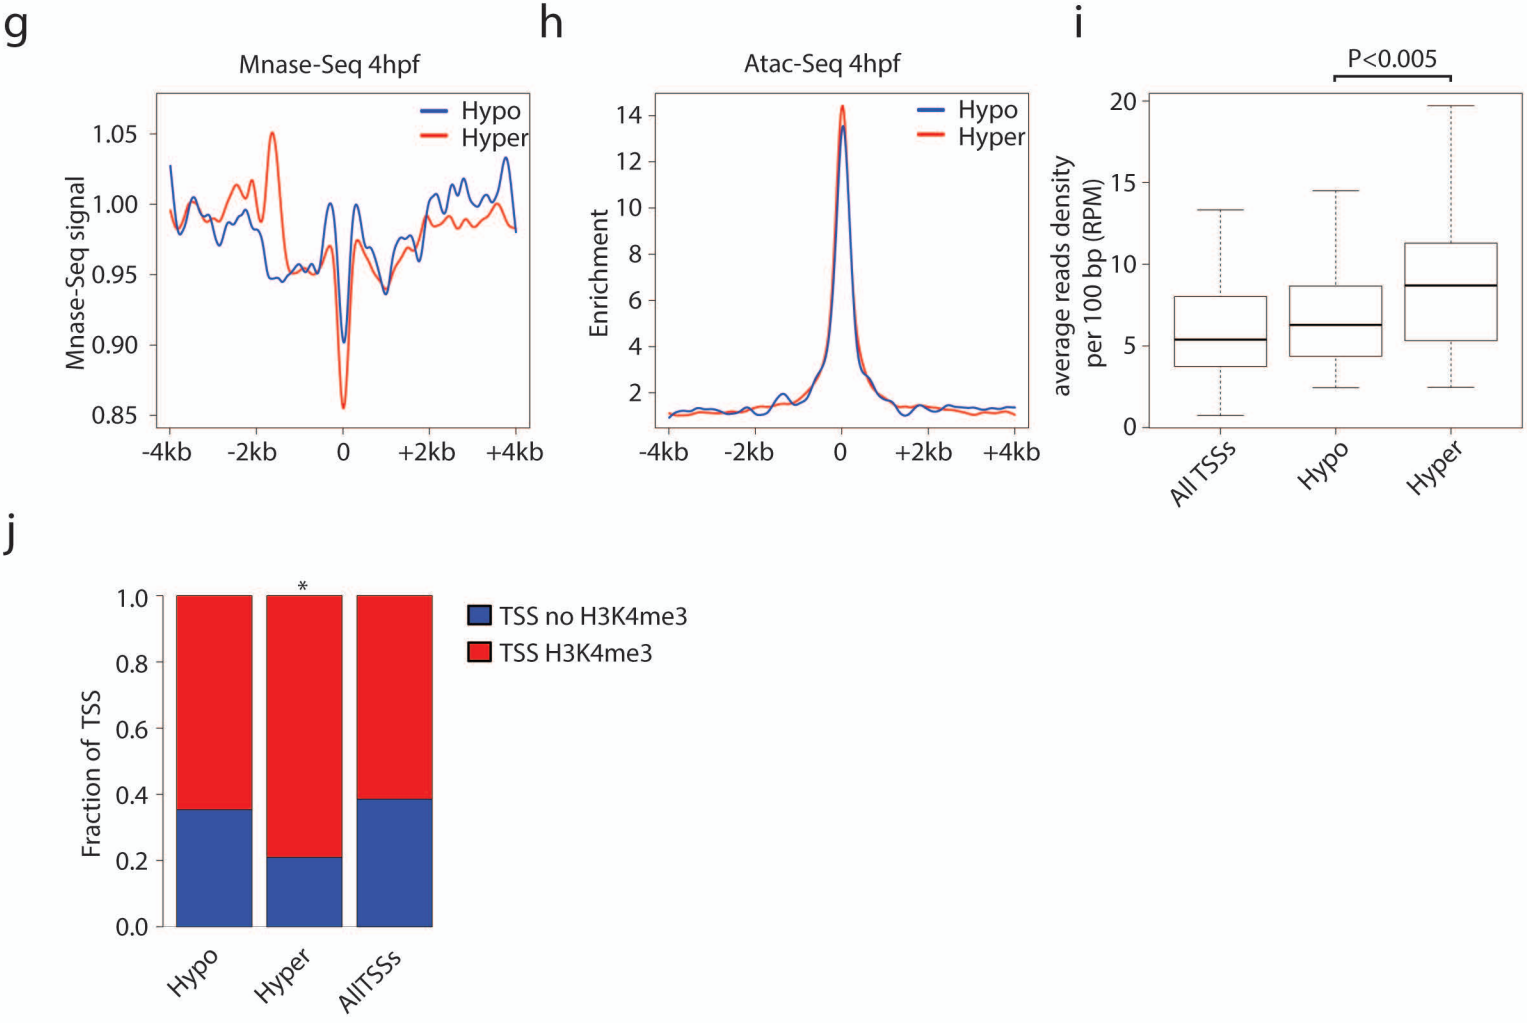

Figure S4

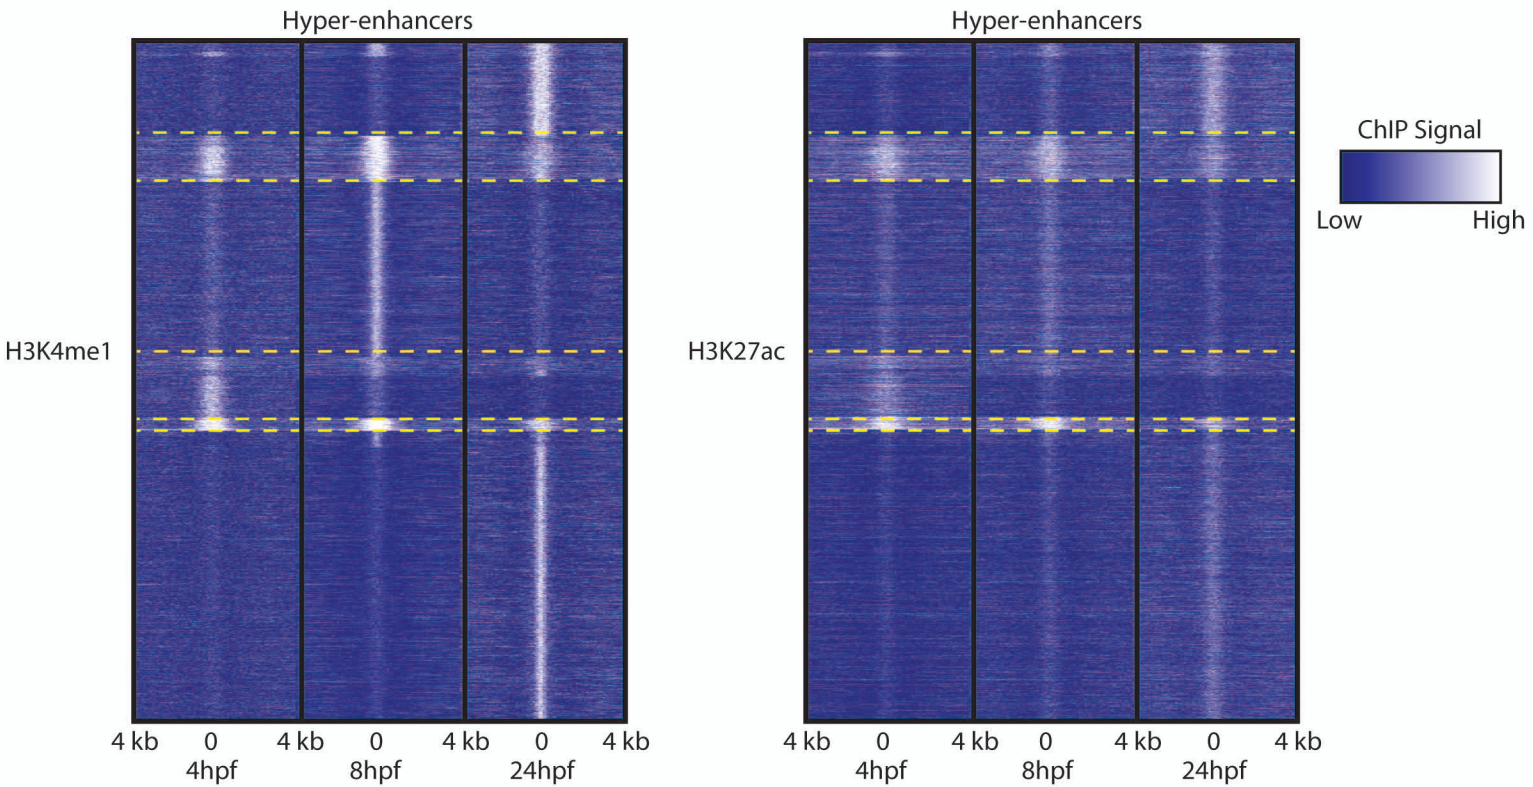

Figure S5

a

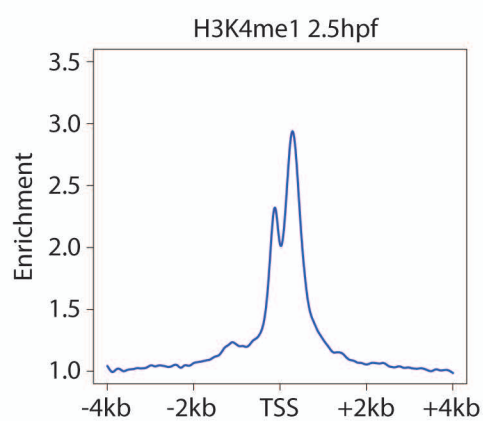

b

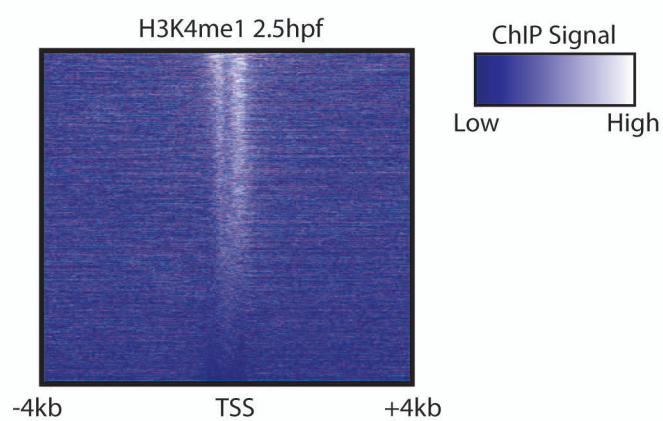

c

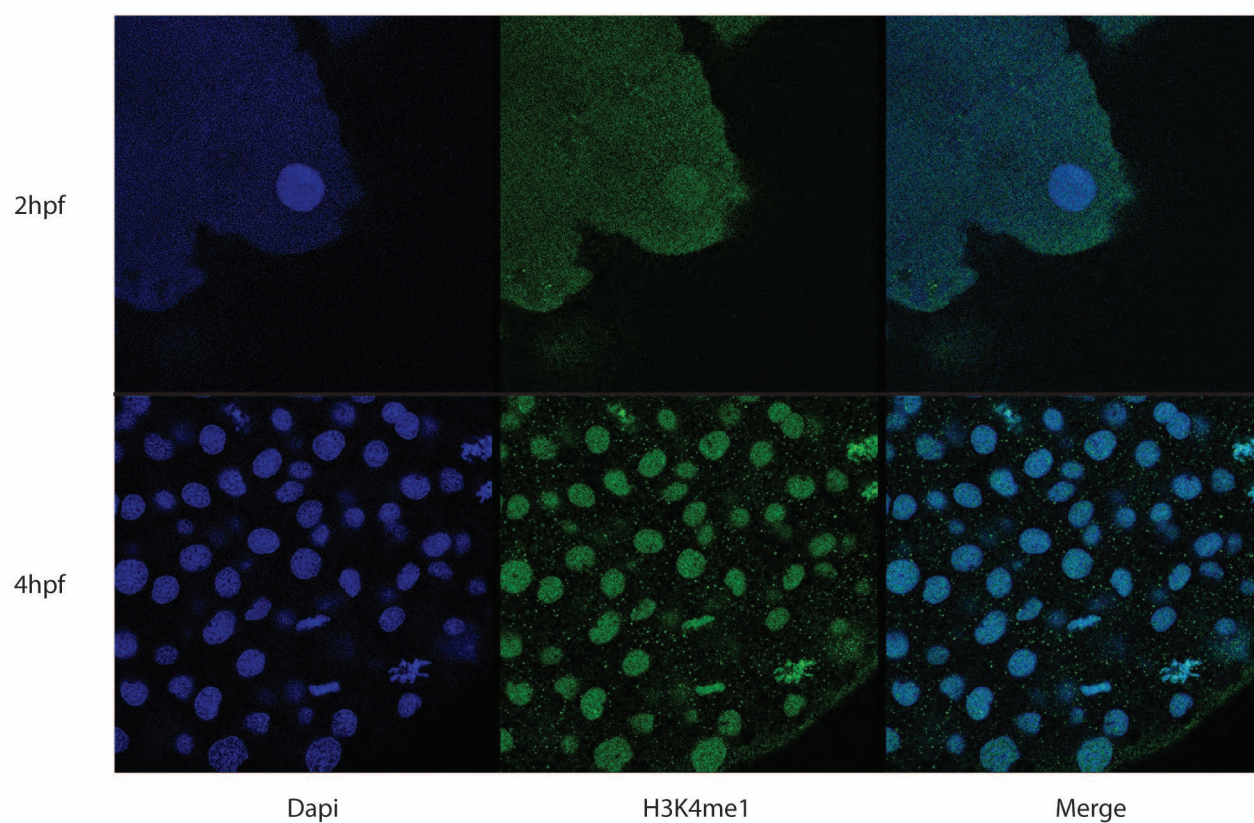

d

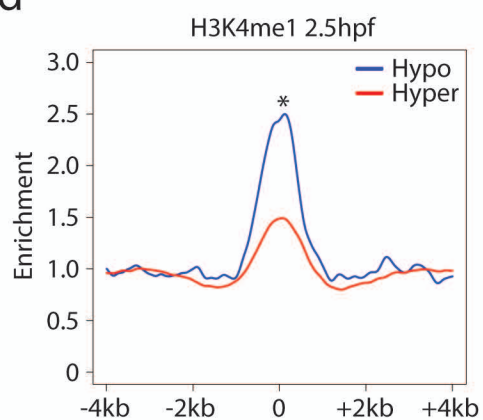

e

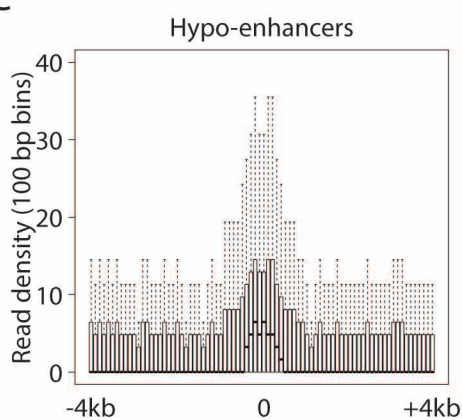

f

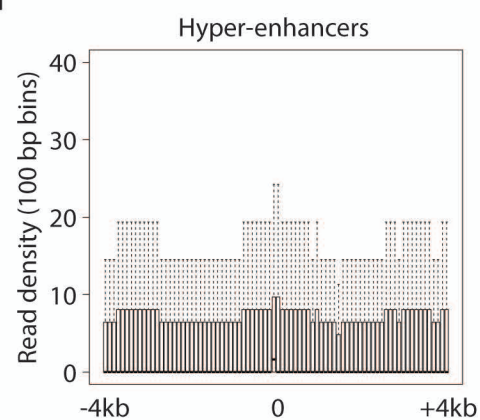

Figure S6

a

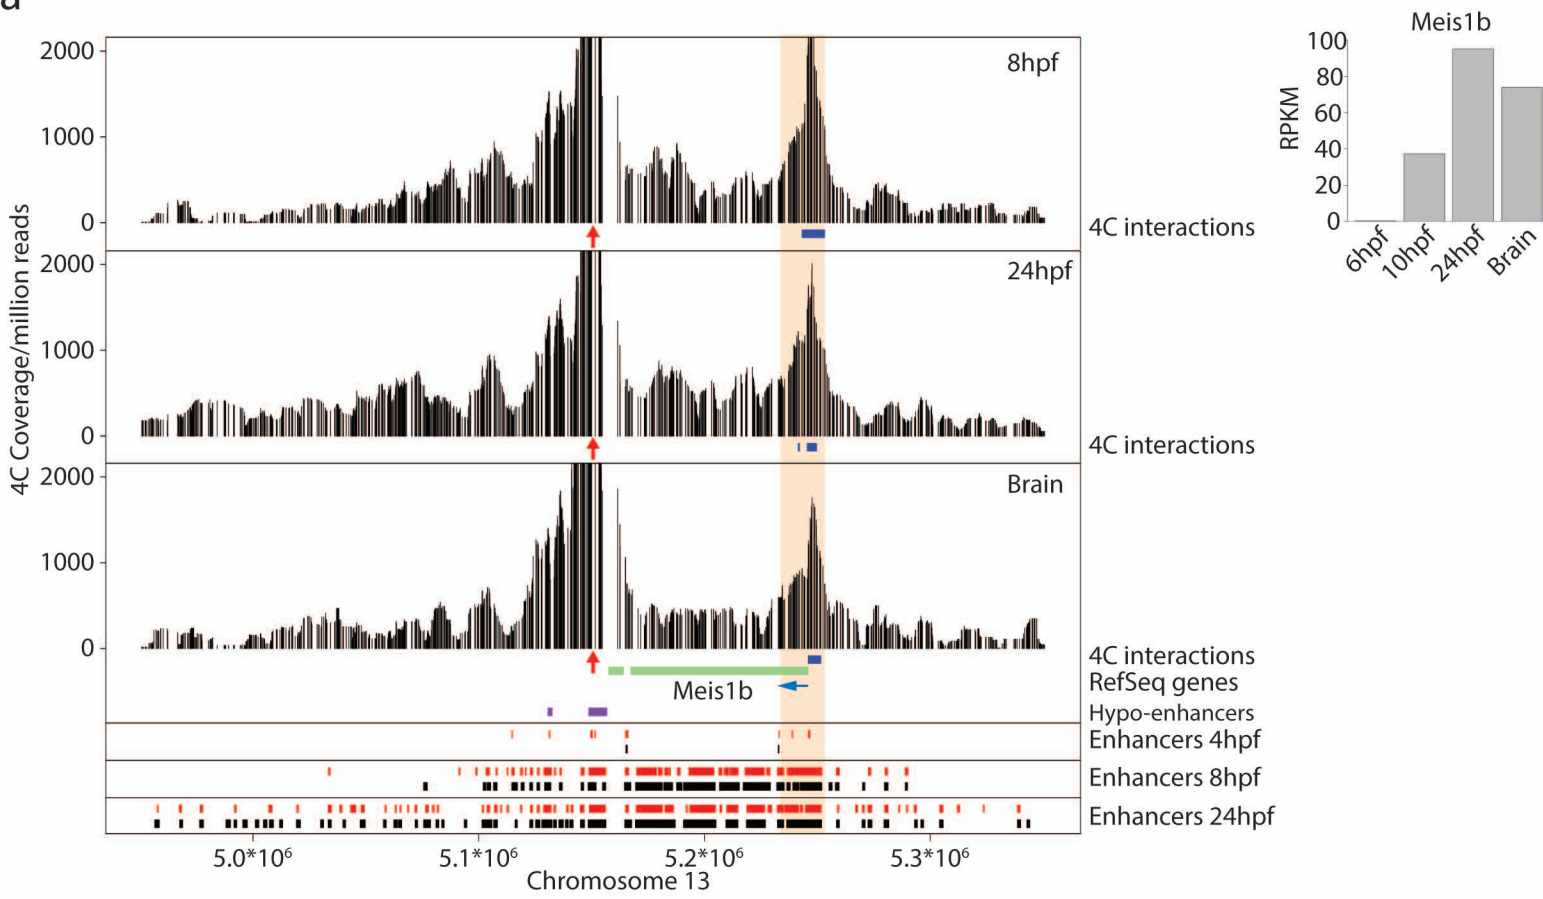

b

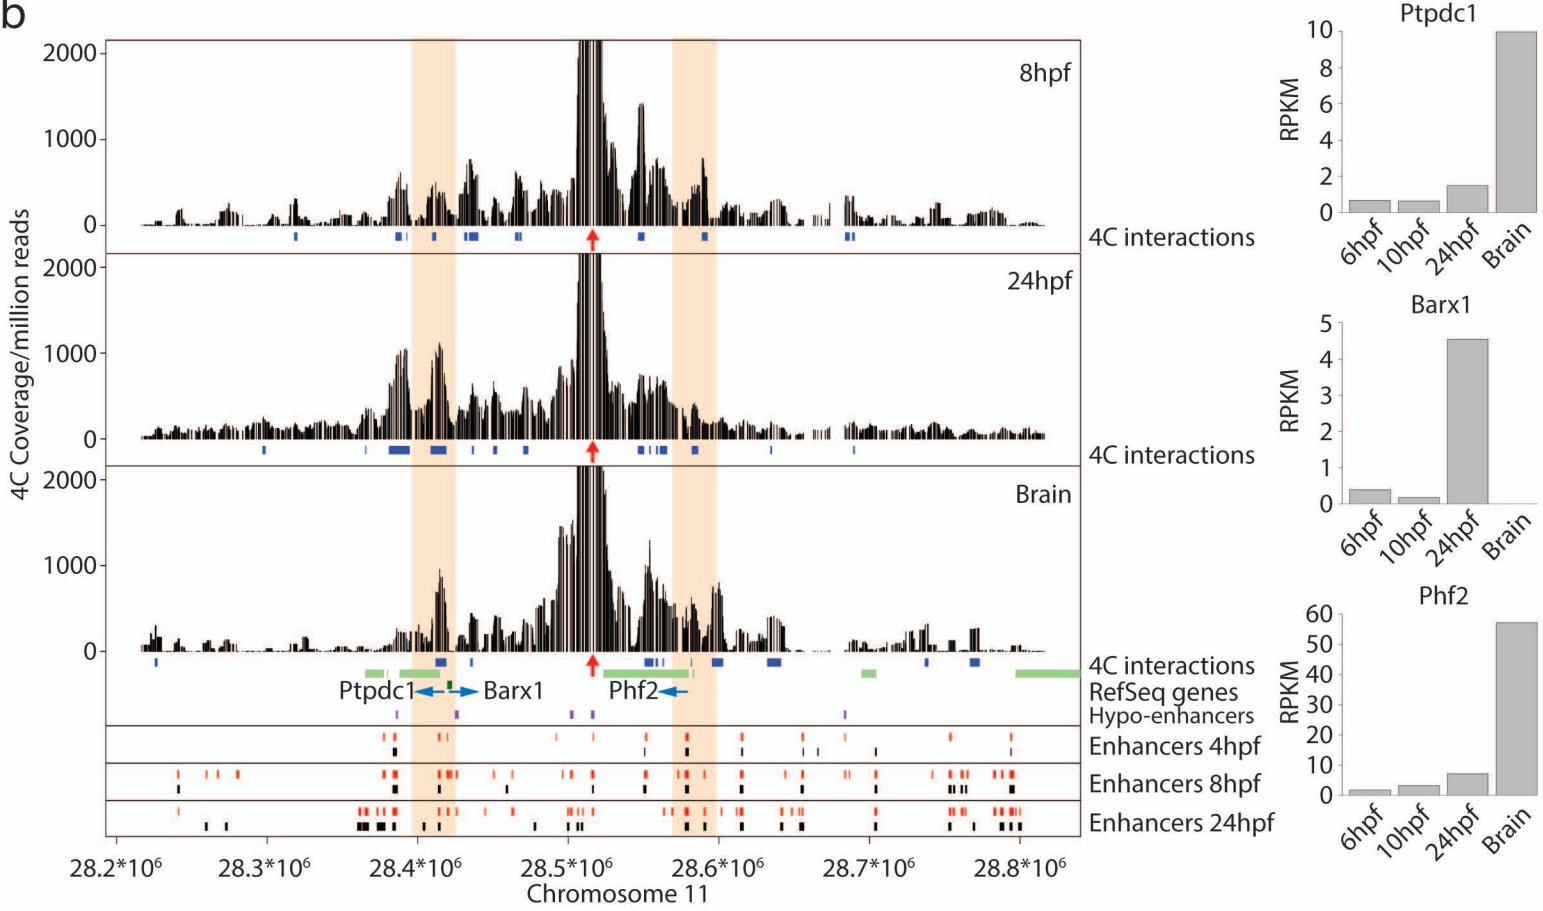

Figure S 6

C

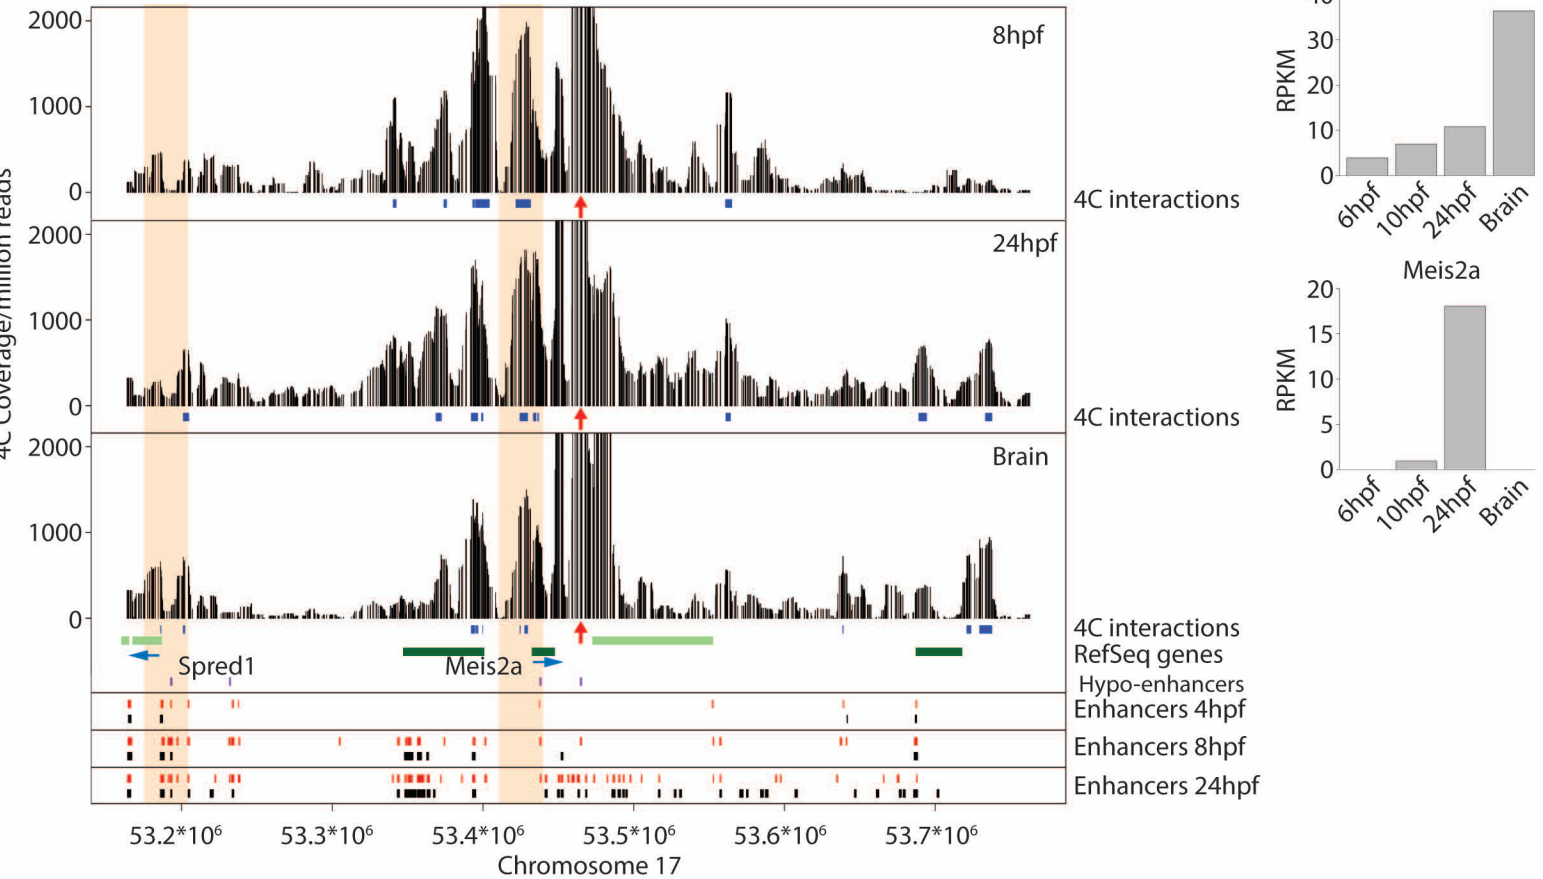

**Supplement:** Additional file 1: — Figures S1–S6.

# Supplementary material for: Enhancers reside in a unique epigenetic environment during early zebrafish development
**Source:** Genome Biol. 2016 Jul 5;17:146. doi: 10.1186/s13059-016-1013-1
**Supplement:** Additional file 1: — Figures S1–S6.

**Supplemental Information to:**

**Enhancers reside in a unique epigenetic environment during early development.**

Lucas J. T. Kaaij<sup>1</sup>, Michal Mokry<sup>2, 6</sup>, Meng Zhou<sup>3, 6</sup>, Michael Musheev<sup>1</sup>, Geert Geeven<sup>4</sup>, Adrien S. J. Melquiond<sup>4</sup>, António M. de Jesus Domingues<sup>1</sup>, Wouter de Laat<sup>4</sup>, Christof Niehrs<sup>1, 5</sup>, Andrew D. Smith<sup>3</sup>, René F. Ketting<sup>1\*</sup>.

6 Equal contributions

**Figure S1. Epigenetic interactions at all TSSs and lack of DNA methylation dynamics at enhancers during early development.**

(a) Heatmap displaying epigenetic environment of all refseq TSS at 4hpf. The heatmap was sorted on H3K4me1 peak intensity. (b) Violin plots displaying the DNA methylation state of 4hpf enhancers in zebrafish and enhancers called in mESC and their DNA methylation state in mESC, ICM and e6.5 embryos, as indicated. (c) Violin plots displaying the DNA methylation status of exons and introns in zebrafish and mESC, as indicated. (d) Violin plots displaying the DNA methylation status of hyper-enhancers that are shared between 4 and 8hpf in adult muscle as indicated. (e) Upper panel. Heatmaps displaying normalized H3K27ac peak intensities uniquely present at one timepoint. Lower panel: Displays the average DNA methylation observed in the different methylomes at the underlying DNA of active enhancers as separated in the upper panel.

**FigureS2. Hypo-enhancers show reproducible expression pattern in enhancer assays.**

(a,b) Genome browser views of the two hypo-enhancers used in panel c. ChIP-Seq data and DNA methylation data are displayed as indicated from 4hpf old embryos. Normalized ChIP-Seq enrichments and fractional methylation are indicated at the left site of the image. Blue box indicates the hypo-enhancer. The blue arrow indicates the orientation of the gene. Blue horizontal bars indicate HMRs. (c) *in vivo* enhancer assay of hypo-enhancers located within 20kb of the indicated genes (see genome browser view S2a,b). The images were taken 24hpf and 48hpf of *tbx2a* and *dachA* respectively. (d,e) Genome browser view of the two hypo-enhancers tested in f and g. ChIP-Seq data and DNA methylation data are displayed as indicated from 4hpf old embryos.

Normalized ChIP-Seq enrichments and fractional methylation are indicated at the left site of the image. Blue box indicates the hypo-enhancer. The blue arrow indicates the orientation of the gene. Blue horizontal bars indicate HMRs. (f,g) *in vivo* enhancer assay of hypo-enhancers located within 20kb of the indicated genes. The images were taken 3dpf and 10hpf of *gsc* and *unxc4.1*, respectively.

**FigureS3. Confirmation of the quality of the Atac-Seq data and the epigenetic environment of TSS close to hypo- and hyper-enhancers.**

(a) Composite plot displaying in the upper and middle panel Mnase-Seq and Atac-Seq read density over all refseq TSSs, respectively. The heatmap (lower panel) shows normalized read density over all refseq TSSs of the Atac-Seq dataset. (b) Profiles of sheared DNA obtained from 4hpf old embryos. The enrichment (Y-axis) of the sheared DNA is plotted over a region of 4kb up- and down-stream of the middle points of the two-enhancer types.

(c-f) Boxplot representation of the H3K4me3 and H3K4me2 read density over hypo- and hyper-enhancers, as indicated. (g,h) Profiles displaying normalized read density of Mnase-Seq and Atac-Seq over TSSs within 50kb of a hypo- or hyper-enhancers as indicated (i) Boxplot representing PolII read density at TSS (plus and minus 500 bp) at all TSSs or TSSs within 50kb of a hypo- or hyper-enhancers as indicated. (j) Barplot showing the overlap of all TSSs or TSSs within 20kb of a hypo- or hyper-enhancers with H3K4me3 as indicated (\*=p-value <0.001, hyper geometric distribution).

**Figure S4. The presence of stage specific H3K4me1 coincides with stage specific H3K27ac**

Heat-map displaying normalized H3K27ac and H3K4me1 intensities of all hyper-enhancers called throughout the first 24 hours of development as indicated. The heat-map was clustered using the same parameters as in Figure 4a. Yellow dashed lines indicate cluster transitions.

**Figure S5. H3K4me1 is enriched at TSSs and hypo-enhancers at 2.5hpf**

(a) Profiles of H3K4me1 ChIP-Seq at 2.5hpf over all refseq TSSs (b) Similar as in (a), but now represented as a heatmap. (c) Immuno staining against H3K4me1 at 2hpf and 4hpf. (d) Profiles of H3K4me1 ChIP-Seq at 2.5hpf over hypo- and hyper-enhancers called at 4hpf. (e,f) Similar as in (d), but now visualized in a boxplot in order to show the various enhancers individually.

**Figure S6. 4C-Seq reveals that hypo-enhancers interact throughout development with its target TF**

(a-c) 4C-Seq profiles generated at 8hpf, 24hpf and from brain as indicated. Red vertical arrows under every 4C-Seq panel indicate the viewpoint. All 4C interactions are indicated by blue rectangles below every 4C-Seq panel All significant 4C interactions are indicated by blue rectangles below every 4C-Seq panel and 4C interactions with a TSS are highlighted in orange. 

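Hypo-enhancers are defined by low methylation at 4 hpf together with ChIP-Seq peaks, and the methylation at the meis1b, barx1 and meis2a viewpoints can be read from the methylomes. The supplementary table of 4C primers gives the bait positions to 6 significant digits without an assembly, and they were taken as Zv9, the assembly used in the paper. The 4C profiles and the peaks were not analysed here. Each of the 3 baits lies inside an HMR called at 4 hpf. The HMR at the meis1b viewpoint lies on chromosome 13 from 5147860 to 5156119, with 164 CpGs. Its level was 2.12% (1.69% to 2.65%, 3543 reads) at 4 hpf, 3.19% (2.37% to 4.28%, 1318 reads) at 8 hpf and 4.43% (3.53% to 5.56%, 1601 reads) at 24 hpf. The HMR at the barx1 viewpoint lies on chromosome 11 from 28515791 to 28517380, with 26 CpGs. Its level was 3.11% (2.00% to 4.81%, 611 reads) at 4 hpf, 3.15% (1.54% to 6.36%, 222 reads) at 8 hpf and 3.51% (1.92% to 6.34%, 285 reads) at 24 hpf, differences that are not detectable at this depth. The HMR at the meis2a viewpoint lies on chromosome 17 from 53463724 to 53465438, with 40 CpGs. Its level was 1.22% (0.644% to 2.30%, 737 reads) at 4 hpf, 4.51% (2.54% to 7.89%, 244 reads) at 8 hpf and 7.10% (4.73% to 10.5%, 310 reads) at 24 hpf. At 2 hpf the levels of these HMRs were 4.97%, 3.68% and 3.82% in the same order. No DMR of any pair of stages overlapped them. However, an HMR was called at each of them at every stage. A DMR lies outside the HMRs of the other stage, so a change within parts kept as an HMR could not be called.

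**Figure D4:**
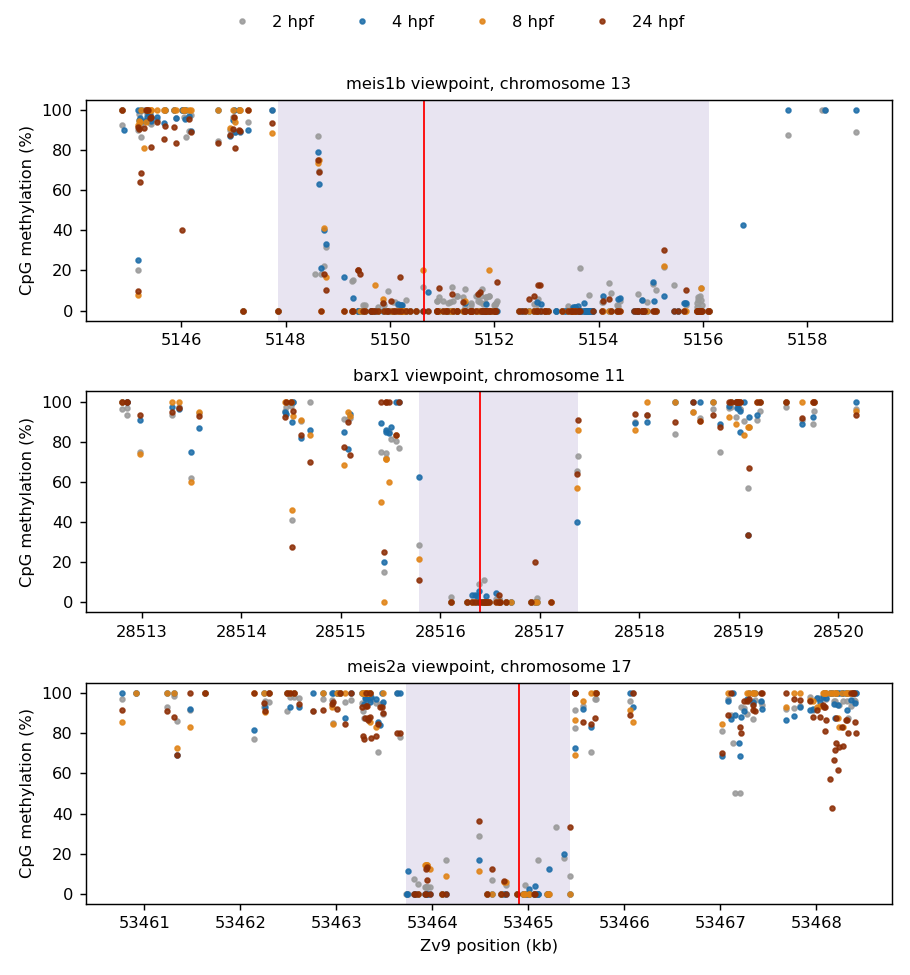
Methylation of single CpGs with at least 5 reads (y-axis, percent) against their Zv9 position (x-axis, kb) around the viewpoints meis1b, barx1 and meis2a, 1 colour per stage and 1 library each. The shaded span is the HMR called at 4 hpf and the red line the bait, most CpGs in the shaded span lie low at all stages, and the HMRs at 24 hpf have levels of 4.43%, 3.51% and 7.10%.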

Below the 4C-Seq panels tracks indicating hypo-enhancers (purple) and ChIP-Seq peaks (H3K4me1 (red) and H3K27ac (black)) throughout development are shown. The expression of the gene(s) with a 4C interaction at the TSS is displayed on the right of the 4C-Seq panels.

How the deposited data were processed for this re-analysis (not part of the article)

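The data are 4 whole-genome bisulfite methylomes of zebrafish embryos, 1 library each at 2, 4, 8 and 24 hpf. The authors extracted DNA from timed embryos, prepared bisulfite libraries, mapped the reads to Zv9 and deposited, for every CpG, the fraction of reads that were methylated together with the coverage. The deposited coverage is the number of reads over both strands of the CpG, not normalized, and the deposited fraction is written as 0 where a CpG has no read. The aligner, the treatment of duplicate reads and the program that made the fractions are not given in the sources used here. Multiplied by the coverage, the fraction gave a whole number at every CpG, within 0.00124 reads at most, and this was used as the number of methylated reads. All 4 files list the same 24222562 CpGs, of which 402 are mitochondrial, and no unplaced scaffolds. The 24222160 nuclear CpGs were used for all results, and the mitochondrial ones only as a limit on incomplete conversion and to compare how evenly the libraries cover them.

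The depth differs between the libraries. The mean coverage was 28.6 at 2 hpf, 20.9 at 4 hpf, 8.04 at 8 hpf and 12.3 at 24 hpf, and 13.2% at 2 hpf, 11.4% at 4 hpf, 14.3% at 8 hpf and 12.7% at 24 hpf of CpGs had no read. Wilson 95% intervals cover counting error only. They treat the calls of a read at neighbouring CpGs as independent and are thus too narrow for regions. With 1 library per stage the spread between embryos or libraries is not known, and no test across stages was made.

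Levels are means of the fractions of CpGs with at least 5 reads. HMRs were called per library with a hidden Markov model of 2 states with beta-binomial emissions, after the method the paper cites, trained for 15 rounds on 5 chromosomes, with at most 60 reads per CpG and a posterior above 0.5. Gaps over 1 kb between covered CpGs break an HMR. HMRs were kept with more than 5 covered CpGs and a pooled level under 25%. HMRs of 4 hpf were measured at the other stages where they had at least 20 reads. DMRs follow the paper's filter of at least 5 CpGs with p under 0.05 by a two-sided Fisher exact test, in each of the 6 pairs of stages, which compares 2 libraries and not 2 conditions. The count from 1 random reassignment of the reads of each CpG, with HMRs called anew, was 1 for 2 against 24 hpf and 0 for the other pairs. In simulated data with the real coverage of 3 chromosomes, between 97.0% (8 hpf) and 97.5% (24 hpf) of planted HMRs were recovered. No HMR was called where none was planted. The planted HMRs had low methylation on a nearly fully methylated background. Regions of intermediate methylation, which the real libraries hold, were not simulated.

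The loci named in the text follow a rule set before the data were examined. They are the 6 viewpoints of the 4C bait table, the 5 longest HMRs of 4 hpf, and for each consecutive pair of stages the DMR with the most significant CpGs in each direction, named by position. The alternatives were fixed at the same time. For levels they are coverage minimums of 1 and 10 reads, CpGs covered in all 4 libraries, pooled reads, CpGs over 3 times the median coverage left out, and thinning to the depth of 8 hpf. For HMRs and DMRs they are a run caller over 3 neighbouring CpGs, at least 10 CpGs, no limit on the HMR level, at least 50 reads at the other stage, overlap of called HMRs, a Fisher p under 0.01, 1 kb tiles with Benjamini-Hochberg adjustment, and the same thinning. For loci they are a window of 500 bp on each side and means of fractions.

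Results that need a Zv9 annotation or genome were left out. These are methylation around TSSs, in exons and in introns, the removal of TSS-associated HMRs, the cloned enhancers and the sox2 and tlx3b examples. The gene table at hand is of assembly GRCz12tu and was not used for positions. Enhancer classes were left out because ChIP-Seq peaks were not used here, as were the ATAC-Seq, 4C-Seq and mass spectrometry results. The work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.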

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

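The tests of explanations in this part were chosen after the values had been seen.

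A region on chromosome 4 of Zv9 from 61293772 to 61299899, which the paper does not discuss, drew attention as a signal outside the loci it reports on. It holds 646 CpGs and is the DMR with the most significant CpGs between 4 and 8 hpf. Its level was 2.66% at 2 hpf, 8.31% at 4 hpf, 38.2% at 8 hpf and 69.4% (69.1% to 69.7%) at 24 hpf, at a mean coverage of 289, 238, 34.0 and 152 reads per CpG. Incomplete conversion would also leave mitochondrial reads unconverted, but only 0.439% of them were methylated at 24 hpf. Reads from HMRs are under-represented at 24 hpf, where CpGs inside the HMRs of 4 hpf had 0.602 times the coverage of CpGs outside them, against 1.01 times at 4 hpf. A loss of unmethylated reads of this size would raise the level of the region to 13.2%, far below the level measured. Reads of several copies of one sequence placed on 1 region remain open, because the coverage was 10.7, 12.5, 5.67 and 15.2 times the library median, so at least 5.67 times in every library. The region's mean coverage at 2 and 4 hpf was near the 309 and 228 reads of the mitochondrial genome. The possible ceiling described below may thus make its multiples at these stages too low. A candidate explanation is a multi-copy locus whose copies gain methylation between 2 and 24 hpf, or whose unmethylated copies become rarer relative to methylated ones. Whether the stage or a difference between the libraries brings this about was not tested, as each stage has 1 library.

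The paper does not report on the mitochondrial genome, which carried 10.8, 10.9, 91.1 and 51.4 times the mean nuclear coverage at 2, 4, 8 and 24 hpf. The coverage of its 392 CpGs away from the ends was nearly even at 2 hpf, between 244 and 335 reads, and at 4 hpf, between 200 and 294 reads, but ranged from 170 to 2601 reads at 8 hpf and from 116 to 2555 at 24 hpf. The variance over the mean was 0.190 at 2 hpf, below the value of 1 that random placement of reads gives, and 1.67 at 4 hpf. At the first 3 CpGs, where 5, 13 and 19 read starts are possible on both strands together, the 4 hpf library had 5, 13 and 19 reads and the 2 hpf library 10, 26 and 38, exactly 1 and 2 reads per start. This is consistent with a fixed number of reads kept per start in these libraries, a ceiling that a high-copy genome would reach. Other values go against a common limit on coverage, as 315 nuclear CpGs at 2 hpf and 331 at 4 hpf lay above the highest of these mitochondrial values, with up to 443 and 473 reads. The lengths of the reads, which would set the coverage that a limit per start allows, were not tested. The same ceiling is argued against at 8 and 24 hpf, where the variance was at least 279 times the mean and the reads per start ranged from 1.37 to 1.60 and from 1.11 to 1.60. If there is such a ceiling, coverage ratios of high-copy sequence at 2 and 4 hpf may be too low, and copy numbers were not compared between the 2 earlier and the 2 later libraries. The 2 earlier and the 2 later libraries also differ in stage, so this difference in coverage and the step from 4 to 8 hpf cannot be told apart.

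The methylome of 2 hpf is not shown in Fig. 2b, and it was read here over the HMRs of 4 hpf. Of 28829 HMRs, 665 or 2.31% (2.14% to 2.49%) were at least 25 points more methylated at 2 hpf, the difference the paper asks of gametes. In the reverse direction, 501 of 26524 HMRs called at 2 hpf, or 1.89%, were at least 25 points more methylated at 4 hpf. The DMRs of this pair were more one-sided, with 314 higher at 2 hpf and 101 higher at 4 hpf. The imbalance was also found after thinning, with 47 and 6, with the run caller, with 317 and 110, and in 1 kb tiles, with 2377 and 1011. Among the 20664 HMRs with a mean coverage above 4 reads in all 4 libraries, 98 were at least 25 points higher at 2 hpf, against 341 at 8 hpf and 903 at 24 hpf. A small shift was common. In 13146 regions of at least 1 kb shared by the HMRs of all 4 stages, the pooled level was 2.98% at 2 hpf and 2.10% at 4 hpf, and 75.7% of the regions were lower at 4 hpf. Incomplete conversion at 2 hpf is argued against as the whole cause. Mitochondrial reads differed by 0.153 points, against 0.876 points in the HMRs and 0.498 points in their centres. The choice of regions at 4 hpf is also argued against, because HMRs called at 2 hpf fell by 1.56 points from 2 to 4 hpf. A lower yield of unmethylated reads at 2 hpf would raise the centre of the HMRs from 1.18% to 1.46%, where 1.68% was measured. Such a lower yield may account for part of the shift. Whether it and incomplete conversion together account for all of it was not tested. That is open, as is a true loss of methylation between 2 and 4 hpf.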

How the results depend on the processing

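No test in this part was chosen after a result was seen, and all alternatives were planned. No paired analysis was possible because each stage has 1 library and no stage has a replicate.

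The mean CpG methylation was 85.6, 85.6, 88.1 and 85.1% at 2, 4, 8 and 24 hpf, and from stage to stage it fell by 0.0120, rose by 2.45 and fell by 3.01 points. With a coverage minimum of 1 read the levels at 2, 4, 8 and 24 hpf were 85.2, 85.1, 86.0 and 83.1%, and the level fell by 0.0986, rose by 0.896 and fell by 2.90 points from stage to stage. With a minimum of 10 reads the levels at 2, 4, 8 and 24 hpf were 86.0, 86.3, 89.8 and 87.0%, and the level rose by 0.238, rose by 3.56 and fell by 2.78 points from stage to stage. Over CpGs covered in all 4 libraries the levels at 2, 4, 8 and 24 hpf were 88.5, 88.3, 88.9 and 85.9%, and the level fell by 0.151, rose by 0.522 and fell by 2.97 points from stage to stage. From pooled reads the levels at 2, 4, 8 and 24 hpf were 87.9, 87.0, 88.4 and 86.3%, and the level fell by 0.950, rose by 1.40 and fell by 2.11 points from stage to stage. Without CpGs over 3 times the median coverage the levels at 2, 4, 8 and 24 hpf were 85.4, 85.5, 87.7 and 84.7%, and the level rose by 0.0421, rose by 2.17 and fell by 2.96 points from stage to stage. After thinning to the depth of 8 hpf the levels at 2, 4 and 24 hpf were 87.0, 86.5 and 86.1%, that at 8 hpf kept its value by construction, and the level fell by 0.435, rose by 1.51 and fell by 1.99 points. The direction from 2 to 4 hpf was reversed with a minimum of 10 reads and without CpGs of high coverage, so it has no stable sign. The rise from 4 to 8 hpf and the fall from 8 to 24 hpf kept their directions in all 6 alternatives, between 0.522 and 3.56 points for the rise. The rise is smallest where the same CpGs are compared in all libraries, and a minimum of reads selects other CpGs in each library. Other causes were not tested here.

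The numbers of HMRs stayed within 1.5 times under the run caller, with at least 10 CpGs, after thinning and without CpGs of high coverage. Without a limit on the HMR level they were 62279 at 2 hpf, 51009 at 4 hpf and 51103 at 24 hpf, against 27066, 29555 and 29620, because regions of intermediate methylation then count as HMRs. At 8 hpf, the shallowest library, the number without the limit was 38480.

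The shares of 4 hpf HMRs under 25% at 2, 8 and 24 hpf were 89.5, 88.8 and 82.5%. They were 94.8, 95.7 and 89.3% with the run caller, 92.3, 90.6 and 84.6% with at least 10 CpGs, 90.8, 90.0 and 84.4% after thinning and 90.8, 90.9 and 84.5% with at least 50 reads. When an HMR called at the other stage had to overlap, they were 84.5, 88.4 and 82.8%. The share at 24 hpf was the lowest in all of these, and the order of 2 and 8 hpf differed between them. The cause was not tested.

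The numbers of DMRs in the pairs 2 and 4, 2 and 8, 2 and 24, 4 and 8, 4 and 24, and 8 and 24 hpf were 415, 123, 1028, 351, 1499 and 664. They were 104, 21, 388, 75, 590 and 186 with at least 10 significant CpGs, 130, 27, 567, 106, 821 and 255 at a p under 0.01 and 3388, 3169, 9215, 8734, 14554 and 7440 as 1 kb tiles, which count every tile and not only HMRs. Thinning to the depth of 8 hpf gave 53, 47, 367, 160, 665 and 510. The run caller stayed within 1.5 times, with 427, 119, 1122, 327, 1631 and 527. The pair of 4 and 24 hpf had the most DMRs in all of these. Between 2 and 4 hpf the number was above that between 4 and 8 hpf for HMR-based DMRs of the reads as deposited, including the run caller and the stricter limits, and below it after thinning and for 1 kb tiles. This order thus depends on the processing, and the cause was not tested.

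At the 6 viewpoints, the window of 500 bp on each side gave 17 of 24 values below the interval of the HMR value and none above. At the 5 longest HMRs, 9 of 20 values lay above the interval, 9 below it and 2 within, and the largest rise over the level of the HMR was 7.58 points. At the 6 named DMRs, 10 of 24 values lay above, 5 below and 9 within, and the level rose by up to 14.8 points and fell by up to 10.0 points. Means of fractions stayed within the interval for 19 of 24 values at viewpoints, 10 of 20 at the longest HMRs and 14 of 24 at DMRs. The cause was not tested. No viewpoint, long HMR or named DMR crossed 25% at any stage under either. Depth limits the 8 hpf values most, where an HMR of 4 hpf had a median of 188 reads against 637 at 4 hpf. Methylation around TSSs, in exons and in introns was not run under any alternative, since the gene table at hand is of another assembly.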

Differences from the paper's values

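The paper states no value for a measure that was also computed here. The tick labels on the methylation axis of Fig. 2a are not in ascending order, so its values were not read. The text of the paper speaks of fewer 4C viewpoints than the supplementary bait table lists, where lmx1ba has a bait position and no panel.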

Other observations

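The counts from reassigned reads and the alternatives in this part were planned, while the tests on conversion, read yield, HMR borders and CpGs with 2 reads were chosen after the values had been seen.

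The level of all CpGs was highest at 8 hpf. From 4 to 8 hpf it rose by 2.45 points, which shrank to 0.522 points over CpGs with at least 5 reads in all 4 libraries. Most of this rise may therefore come from which CpGs pass the minimum in the shallower library. Incomplete conversion at 8 hpf is argued against, as mitochondrial methylated reads fell by 0.264 points from 4 to 8 hpf. The 2 libraries also differ in how evenly the mitochondrial genome is covered, so the rest of the rise is not separated from processing. Reads pooled outside the HMRs of 4 hpf showed no rise, with 91.5% at 4 hpf and 91.5% at 8 hpf. That set leaves out regions that were low at 4 hpf, so its choice works against a rise. Outside the HMRs of every stage the level over shared CpGs did rise, from 91.4% at 4 hpf to 92.0% at 8 hpf.

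From 8 to 24 hpf the level fell by 3.01 points. Over CpGs that pass in all 4 libraries it fell by 2.97 points, and after thinning to 1 depth it fell by 1.99 points. Mitochondrial methylated reads differed by 0.00271 points between these libraries, so a more complete conversion of unmethylated cytosines at 24 hpf is argued against. Methylated cytosines converted in error would also lower the level, which mitochondrial reads cannot show, and this was not tested and stays open. Outside the HMRs of every stage the level over shared CpGs was 92.0% at 8 hpf and 88.8% at 24 hpf. A lower methylation of the bulk genome at 24 hpf is a hypothesis that a further library of each stage would test.

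Regions shared by the HMRs of all stages had a pooled level of 3.25% at 8 hpf and 4.60% at 24 hpf, above 4 hpf. In their centres, at least 500 bp from a border, the levels were 1.18%, 1.50% and 2.49% at 4, 8 and 24 hpf, and within 100 bp of a border 10.7%, 12.5% and 15.4%. Coverage inside HMRs relative to outside was 0.714 at 8 hpf and 0.602 at 24 hpf. If this reflects a lower yield of unmethylated reads, centres of 1.67% at 8 hpf and 1.97% at 24 hpf would follow with no change in the embryo. That reaches the value measured at 8 hpf, which may thus be technical, and not the value measured at 24 hpf. Borders that lie further inside the HMR at 24 hpf are argued against as the whole cause, because the centre also rose, by 1.31 points. So is incomplete conversion, as mitochondrial methylated reads fell by 0.261 points from 4 to 24 hpf. A gain of methylation inside HMRs by 24 hpf stays open.

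Chance assignment of independent reads at single CpGs gave 0 DMRs between 4 and 8 hpf. Both this count and the Fisher test assume that reads are independent. The reassignment also treats each CpG on its own and mixes both libraries, so few DMRs could arise from it. It does not measure noise between libraries or CpGs that change together. Copies of 1 molecule counted as separate reads would make the Fisher test call differences too readily. At CpGs with exactly 2 reads and 40 to 60% methylation in the other libraries, the 2 reads differed at 43.7% (43.0% to 44.4%) of 19508 CpGs at 8 hpf, where independent reads of 1 common level would differ at 49.9%. The share was 45.2% (40.9% to 49.7%) of 484 CpGs at 4 hpf against 50.0%, and 41.0% (39.8% to 42.2%) at 24 hpf against 49.5%. These lie below the share of independent reads, while at 2 hpf the interval holds it, with 42.7% (36.6% to 49.1%) of 234 CpGs against 47.5%. Repeat copies would lower the share, and so would levels that vary from CpG to CpG within a library, and these cannot be told apart here, since only the totals per CpG were used. The interval at 4 hpf holds the value at 8 hpf, so a larger number of copies at 8 hpf than at 4 hpf was not detectable. Of the DMRs that were HMRs at 4 hpf and higher at 8 hpf, 102 of 211 adjoin an HMR of 8 hpf and are thus parts of an HMR that is narrower there. In the other direction 12 of 140 adjoin an HMR of 4 hpf.

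The other DMRs with the most significant CpGs, in Zv9, are the following. Higher at 24 than at 8 hpf was a region on chromosome 24 from 6427662 to 6436474, with 88 of 246 CpGs significant and levels of 5.80%, 4.52%, 8.16% and 57.2% at 2, 4, 8 and 24 hpf. Higher at 8 than at 24 hpf was a region on chromosome 5 from 74143071 to 74143544, with 30 of 33 CpGs significant and levels of 45.5%, 35.2%, 64.2% and 21.3% at 2, 4, 8 and 24 hpf. Its coverage was 1.95, 1.56, 4.92 and 3.88 times the library median in the same order. Reads of several copies placed on this region thus remain open. Higher at 2 than at 4 hpf was a region on chromosome 23 from 7407797 to 7408732, with 38 of 48 CpGs significant and levels of 55.6%, 19.9%, 35.1% and 67.7% at 2, 4, 8 and 24 hpf, where the fall at 4 hpf was not kept. Higher at 4 than at 2 hpf was a region on chromosome 19 from 31220709 to 31221938, with 25 of 29 CpGs significant and levels of 6.47%, 28.6%, 13.4% and 11.7% at 2, 4, 8 and 24 hpf. The genes at these positions are not given, since no Zv9 annotation was used.

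The 3 viewpoints of the bait table that have no panel in the supplementary figure also lie inside HMRs of 4 hpf. The HMR at nfixb lies on chromosome 3 from 14455887 to 14459254, with 65 CpGs, and its level was 3.62% (2.71% to 4.83%, 1215 reads) at 4 hpf, 3.04% (1.85% to 4.95%, 494 reads) at 8 hpf and 8.02% (6.35% to 10.1%, 810 reads) at 24 hpf. The HMR at sox5 lies on chromosome 4 from 16031938 to 16033453, with 24 CpGs, and its level was 2.84% (1.73% to 4.63%, 528 reads) at 4 hpf, 11.0% (6.80% to 17.4%, 136 reads) at 8 hpf and 18.8% (14.2% to 24.3%, 229 reads) at 24 hpf. The HMR at lmx1ba lies on chromosome 5 from 5140007 to 5141671, with 36 CpGs, and its level was 2.24% (1.29% to 3.87%, 536 reads) at 4 hpf, 4.05% (2.15% to 7.52%, 222 reads) at 8 hpf and 15.7% (12.5% to 19.4%, 428 reads) at 24 hpf. The intervals at 4 and 24 hpf do not overlap at any of these, nor at meis1b and meis2a. The level at 24 hpf was the higher each time. At barx1 the intervals overlap. Reads that cross several CpGs are counted at each, so all these intervals are too narrow. These HMRs were picked at 4 hpf, and all 6 were also higher at 2 hpf than at 4 hpf, though the intervals at 2 and 4 hpf overlap at barx1 and lmx1ba. At 2 hpf the level was 6.31% (5.35% to 7.43%) at nfixb, which overlaps the interval at 24 hpf, 9.21% (6.93% to 12.1%) at sox5 and 4.72% (3.59% to 6.18%) at lmx1ba. At meis1b the level at 2 hpf, 4.97%, was above the 4.43% at 24 hpf. Within 500 bp of the bait the levels at 24 hpf were 1.69% at nfixb, 15.9% at sox5 and 16.3% at lmx1ba, against 0.452%, 1.39% and 1.65% at 4 hpf. In the same window barx1 was lower at 2 hpf, 1.14%, than at 4 hpf, 1.30%. The other viewpoints were higher there at 2 hpf, with 2.40% at sox5. All 6 viewpoints stayed under 25% at every stage, and an HMR was called there at every stage. The longest HMRs kept low levels too, with 1.90, 1.66, 1.66 and 2.29% at 24 hpf on chromosomes 3, 23, 19 and 17, and 14.2% on chromosome 14.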
